# TRAP1 expression elicits pro-tumoral functions in macrophages associated to malignant peripheral nerve sheath tumor cells

**DOI:** 10.1186/s13046-025-03525-1

**Published:** 2025-08-28

**Authors:** Francesca Scantamburlo, Alessia Rubini, Margherita Toffanin, Maria Egle Castorina, Francesco Ciscato, Sofia Tomasoni, Paolo Finotti, Ranieri Verin, Valentina Zappulli, Marco Fantuz, Camilla Bean, Andrea Rasola, Ionica Masgras

**Keywords:** TRAP1, MPNST, Macrophages, Angiogenesis, HIF-1α

## Abstract

**Background:**

Metabolic adaptations can sustain the pro-neoplastic functions exerted by macrophages in the tumor microenvironment. Malignant peripheral nerve sheath tumors (MPNSTs), aggressive and incurable sarcomas that develop either sporadically or in the context of the genetic syndrome Neurofibromatosis type 1, are highly infiltrated by macrophages, whose contribution to MPNST growth remains poorly characterized. Here, we analyze the role played by the molecular chaperone TRAP1, a regulator of mitochondrial metabolic pathways, in shaping the pro-tumoral activity of macrophages associated to MPNST cells.

**Methods:**

We have studied the phenotypic changes elicited by a MPNST cell-conditioned medium in macrophages with or without TRAP1, and their subsequent ability to support MPNST cell growth and migration and endothelial cell angiogenesis.

**Results:**

The presence of TRAP1 is required in both naive and M2-like macrophages for eliciting phenotypic changes that lead to the acquisition of pro-neoplastic features. TRAP1-expressing macrophages become able to sustain MPNST cell growth and migration and to exert pro-angiogenic properties on endothelial cells through accumulation of the metabolite succinate and the ensuing activation of a HIF-1α-dependent transcriptional program.

**Conclusions:**

Our data provide evidence of a molecular crosstalk between MPNST cellular components, in which soluble factors released by cancer cells drive phenotypic changes in macrophages that in turn enhance pro-tumoral biological routines in both MPNST and endothelial cells. TRAP1-dependent metabolic rewiring in macrophages is mandatory for sustaining this interplay, as a TRAP1-succinate-HIF-1α signaling axis orchestrates their acquisition of tumor-promoting features.

**Graphical abstract:**

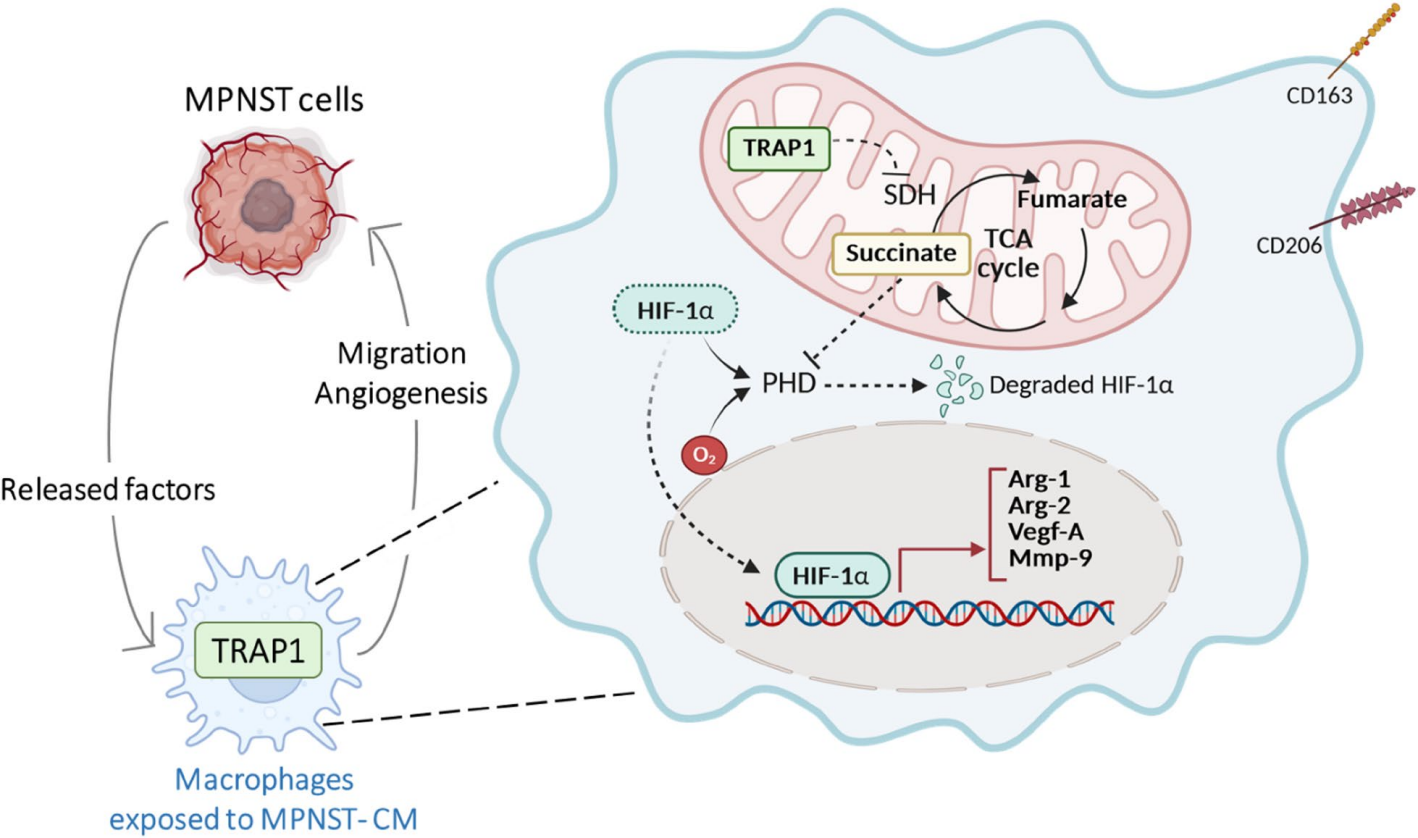

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03525-1.

## Introduction

Malignant peripheral nerve sheath tumors (MPNSTs) are aggressive cancers that arise from the Schwann cell lineage and develop either sporadically or in patients affected by Neurofibromatosis type 1 (NF1), a genetic disease hallmarked by benign peripheral nerve tumors called neurofibromas [1]. In the plexiform subtype of these tumors, lesions can progress toward the malignant form that constitutes the major cause of death for NF1 patients, as no cure is currently available [2]. Hence, a careful analysis of the determinants of MPNST growth is mandatory to conceive effective therapeutic approaches. In this scenario, the onset of a range of metabolic adaptations during the neoplastic process could offer targetable liabilities. For instance, MPNST cells utilize high amounts of glutamine for biosynthetic purposes, opening the possibility of obtaining anti-tumor effects by inhibition of glutaminase, a key enzyme for glutamine usage [3, 4]. Moreover, we have found that MPNST cells repress oxidative phosphorylation through downregulation of both NADH dehydrogenase and succinate dehydrogenase (SDH) (respiratory complexes I and II, respectively) [5, 6]. A master regulator of this metabolic rewiring is the mitochondrial chaperone TRAP1: by driving succinate accumulation, it elicits the ensuing stabilization of the pro-neoplastic transcription factor HIF-1α [7], and TRAP1 targeting with newly identified and selective inhibitors impairs neoplastic growth of MPNST cells [8].

MPNSTs are endowed with a highly heterotypic microenvironment, and among the several cell types that contribute to their growth macrophages constitute the most abundant population [9] mainly characterized by an anti-inflammatory, M2-like phenotype [10–12]. In the latest years, a flurry of studies has demonstrated that tumor-associated macrophages (TAMs) display heterogeneous features, making their classical partition into pro-inflammatory M1 and anti-inflammatory M2 cells an obsolete oversimplification [13]. Nonetheless, it is believed that the presence of M2-like traits characterizes macrophage subpopulations involved in several pro-neoplastic functions that encompass immune escape, angiogenesis, extracellular matrix remodeling and promotion of cancer cell proliferation, survival and dissemination [14–16]. Therefore, it is of paramount importance to investigate how the crosstalk between cancer cells and TAMs shapes their respective functions in the context of MPNST onset and progression.

Of note, specific features of the tumor microenvironment (TME) can dictate peculiarities in macrophage phenotype and functions. TME cues, including tumor-secreted soluble factors [17], have been identified as instrumental drivers in promoting the pro-tumorigenic features of TAMs, while suppressing their anti-tumorigenic characteristics. Recently, extracellular metabolites have emerged as an important component in shaping the phenotype of macrophages [17], while their metabolic signature, largely determined by mitochondrial functions, contributes to the heterogeneity of TAMs in the TME [18, 19] by defining functional commitments and lineage plasticity [20–22]. For instance, the pro-inflammatory M1 polarization requires succinate oxidation by mitochondria, while SDH inhibition shifts the balance toward M2 specification [23]. Succinate is a crucial metabolite in determining macrophage cell identity [24] and its release by cancer cells with defective SDH prompts evolution of non-committed macrophages (Mφ) into TAMs [25, 26]. Moreover, induction of the enzymes arginase 1 (ARG-1) and glutamine synthetase (GS) plays key roles in TAM pro-tumoral functions. Arginase inhibition blunts the myeloid cell-mediated immune evasion [27], while GS blockade prevents the immunosuppressive and pro-angiogenic state that promotes metastasis of lung cancer cells [28]. These discoveries have built the new concept that metabolic reprogramming of TAMs could constitute an additional method for enhancing their antitumor effects [29].

However, neither the molecular cues that determine the phenotype of macrophage populations, nor their functions have been identified yet in the context of MPNSTs, even if a recent study has revealed that macrophages infiltrating MPNSTs have an immunosuppressive state characterized by high expression of the immune checkpoint inhibitor PD-L1 [30]. These findings suggest that macrophages could act as pro-neoplastic actors in MPNST growth, thus posing this cell population as a candidate target for therapeutic strategies aimed at unleashing antitumor immune responses.

In the present study, we have investigated how association with MPNST cells tunes the phenotypic and functional traits of macrophages. Furthermore, we have studied the role of the metabolic regulator TRAP1 in MPNST-conditioned macrophages, identifying a TRAP1-dependent signaling axis that sustains macrophage pro-tumoral polarization. TRAP1 targeting in macrophages could be exploited for anti-neoplastic purposes in MPNSTs.

## Results

### Exposure to a medium conditioned by MPNST cells polarizes macrophages toward a M2-like phenotype in a TRAP1-dependent manner

TAMs are the preeminent cellular component in the MPNST microenvironment and are often skewed toward a M2-like phenotype. However, it is poorly characterized if they contribute to malignancy and how the molecular crosstalk with cancer cells shapes their features. To address whether MPNST cells contribute to this M2-like macrophage polarization, and whether the mitochondrial chaperone TRAP1 is involved in this process, we established an in vitro system using murine bone marrow-derived macrophages (BMDMs). Monocytes were isolated and differentiated into either unpolarized macrophages (Mφ) or M2-like cells using IL-4 [31] (Supplementary Fig. 1A). Mφ macrophages represent an undifferentiated baseline population that mimics the initial exposure of macrophages to MPNST cells, whereas M2-like macrophages are the main cellular component of the MPNST microenvironment, partially modeling TAMs found in vivo [12]. Induction of the enzyme ARG-1 (Supplementary Fig. 1B) confirmed the IL-4-dependent skewing towards a M2-like phenotype. We then exposed these two populations of macrophages to a MPNST-cell conditioned medium (MPNST-CM) to assess if it is able to elicit phenotypic and functional changes. Moreover, we evaluated the potential role of TRAP1 in tuning the effects of MPNST-CM exposure by comparing Mφ/M2 BMDMs obtained from either wild-type (WT) or TRAP1 knock-out (KO) animals (Supplementary Fig. 1A).

We found that Mφ/M2 macrophages exposed to MPNST-CM underwent induction of mRNAs for a set of M2-like TAM markers, i.e. *CD206*,* CD163*,* Arg-1*, *Arg-2*, *Vegf-A*, *Mgl-1*,* TNF-a and Mmp-9*, when compared to cells exposed to a control medium (Fig. 1A-G for Mφ macrophages; Fig. 1L-S for M2 macrophages). Interestingly, upon MPNST conditioning both WT and TRAP1 KO Mφ and M2 macrophages similarly upregulated HIF-1α mRNA, suggesting that the transcriptional regulation of this gene is TRAP1-independent (Fig. 1H, T). TRAP1 ablation in Mφ/M2 macrophages exposed to MPNST-CM strongly prevented the rise in the expression of these markers, while inducing conventional M1-like macrophage mRNAs, *i.e. CD64* (Fig. 1I, U), *iNOS* (Fig. 1J, V) and *IL-1β* (Fig. 1K, W).

**Fig. 1:**
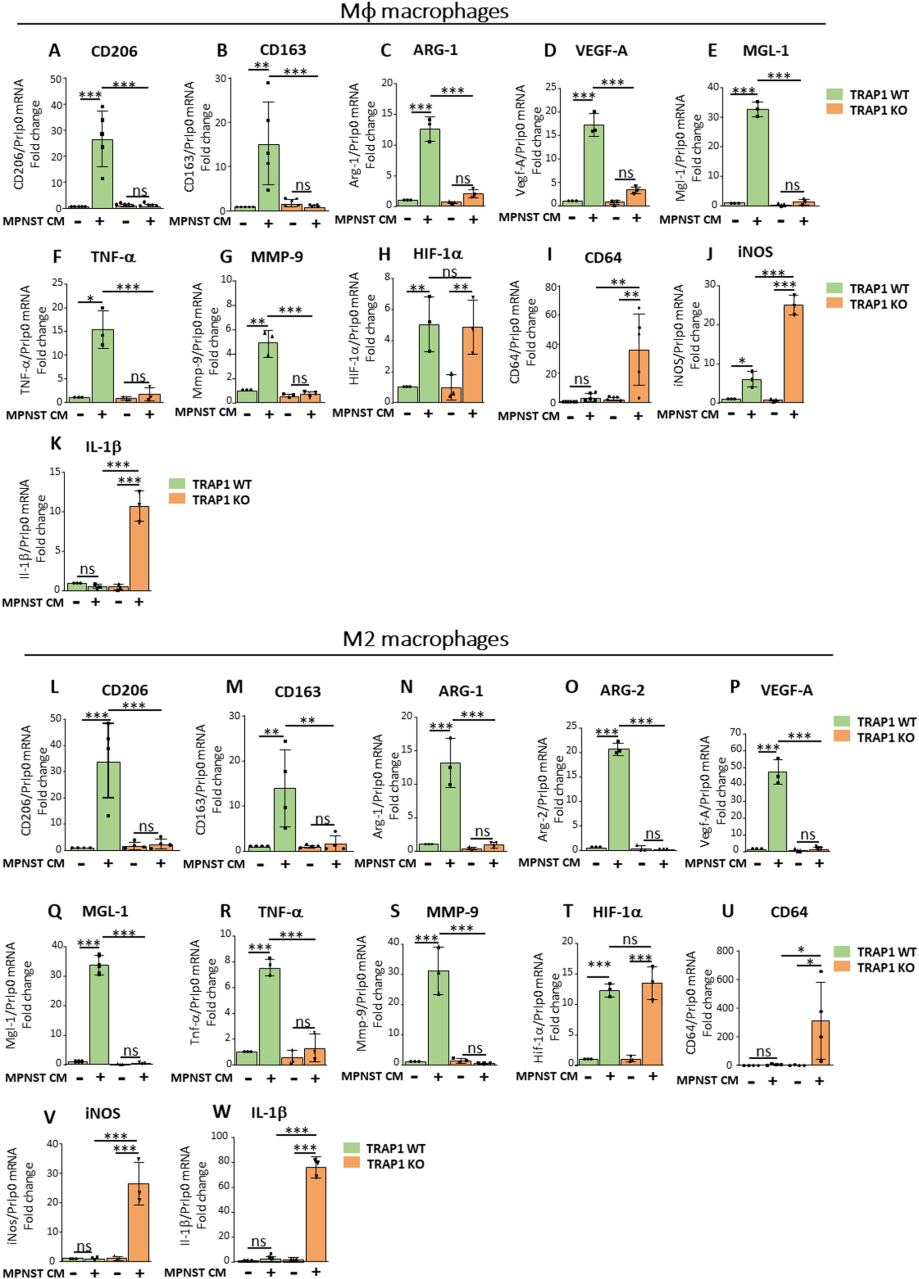
Macrophage exposure to MPNST-CM elicits the expression of M2-like markers in a TRAP1-dependent way. RT-qPCR analysis of (**A**) *CD206*, (**B**) *CD163*, (**C**) *Arg-1*, (**D**) *Vegf-A*, (**E**) *Mgl-1*, (**F**) *Tnf-α*, (**G**) *Mmp-9* and (**H**) *HIF-1α*, (**I**) *CD64*, (**J**) *iNos* and (**K**) *Il-1β * mRNA levels in Mφ macrophages cultured in either MPNST-CM (+) or control medium (-). RT-qPCR analysis of (**L**) *CD206*, (**M**) *CD163*, (**N**) *Arg-1*, (**O**) Arg-2, (**P**) *Vegf-A*, (**Q**) *Mgl-1*, (**R**) *Tnf-α*, (**S**) Mmp-9, (**T**) *HIF-1α*, (**U**) *CD64*, (**V**) *iNos* and (**W**) *IL-1β* mRNA levels in M2 macrophages cultured in MPNST-cell CM (+) or control medium (-). mRNA expression levels were normalized vs. *Prlp0* and FC (fold change) was expressed as mean ± SD of at least three independent experiments. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with one-way ANOVA test.

Given the established role of TRAP1 in the HIF-1α induction at the post-transcriptional level, and the importance of such induction in driving a cell metabolic reprogramming [7], we examined the expression of HIF-1α itself and of key M2-like macrophage polarization and metabolic markers also at the protein level.

We found that exposure to MPNST-CM induced the mannose receptor CD206 (Fig. 2A, B) and increased protein levels of GS (Fig. 2A, C) in Mφ/M2 macrophages independently of the presence of TRAP1. Instead, TRAP1 was instrumental for upregulating HIF-1α protein (Fig. 2A, E, F, J) and its downstream targets MMP-9 (Fig. 2A, D, F, I) in Mφ/M2 macrophages, and both arginase isoforms (ARG-1/ARG-2) in M2 macrophages (Fig. 2F, K, L). Notably, even though MPNST-CM exposure increases HIF-1α mRNA independently of TRAP1, the presence of the chaperone is required for upregulating HIF-1α protein levels (compare Fig. 1H**/T** with Fig. 2E**/J**). This complex macrophage phenotypic rewiring was similarly induced by their exposure to the medium conditioned by two other MPNST cell models, NPCIS (Supplementary Fig. 2A-J) and cisMPNST cells (Supplementary Fig. 2K-T).

**Fig. 2:**
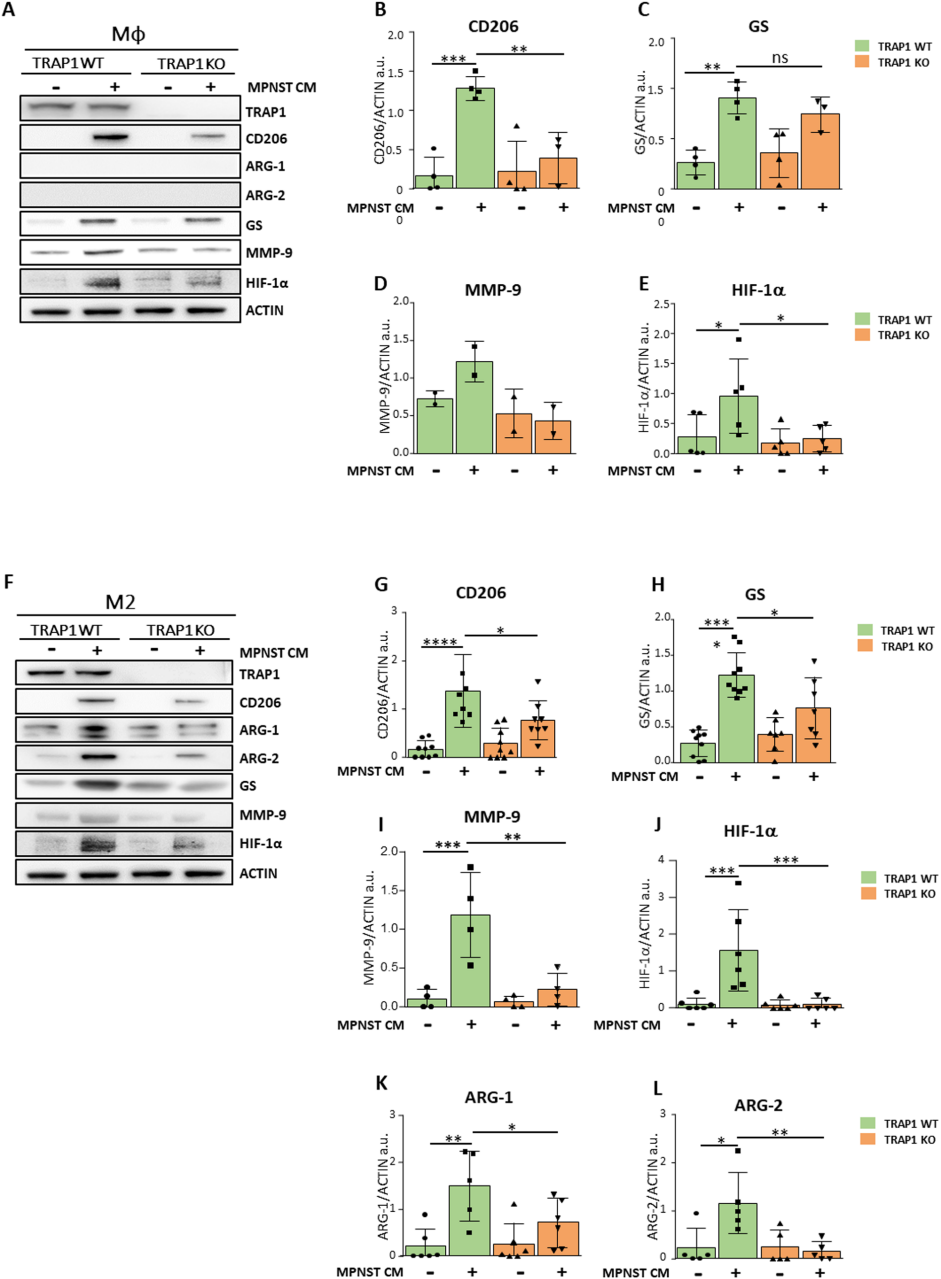
TRAP1 expression modulates the expression of M2-like macrophage markers after exposure to MPNST-CM. (**A**,** F**) Representative Western blot images of changes in protein expression in Mφ (**A**) or M2 (**F**) macrophages cultured for 48 h in MPNST-CM (+) or control medium (-). Quantification of markers in Mφ (**B-E**) and M2 (**G-L**) macrophages. Protein expression levels were normalized vs. actin and expressed as mean ± SD of at least three independent experiments. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with one-way ANOVA test.

Taken together, these data indicate that MPNST cells have the ability to activate both Mφ and M2 macrophages through the release of secreted factors, and that the mitochondrial chaperone TRAP1 enhances the induction of metabolic enzymes (i.e. ARG-1 and ARG-2), of the transcription factor HIF-1α and of its target genes MMP-9 and VEGF-A, which are known to be involved in tumor invasion and angiogenesis.

### Macrophages exposed to MPNST-CM sustain cancer cell growth and migration in a TRAP1-dependent fashion

Therefore, we investigated whether macrophages could tune key cancer cell features upon exposure to MPNST-CM, and if TRAP1 presence could influence their pro-tumoral properties. First, we assessed the effect of macrophages on colony formation of MPNST cells by co-culturing them in a 3D Matrigel matrix. In this setup, MPNST cells were co-cultured in Matrigel with either WT or TRAP1 KO Mφ/ M2 macrophages pre-exposed or not to the MPNST-CM for 48 h; no CM was further added during the colony formation experiment. As a negative control, MPNST cells were grown in Matrigel without macrophages. We found that only TRAP1-expressing macrophages exposed to MPNST-CM markedly increased colony formation by MPNST cells, even though a trend toward the upregulation of colonies was measurable in all co-culture conditions without reaching statistical significance (Fig. 3A-D). We also tested if soluble factors secreted by macrophages could influence MPNST cell motility by co-culture experiments in Boyden chambers. For these experiments, Mφ and M2 macrophages were placed in the lower chamber and exposed to MPNST-CM for 48 h, after which the MPNST-CM was replaced by standard medium for 24 h to allow its enrichment with factors derived from the plated macrophages. Thereafter, MPNST cells were seeded in the upper chamber without adding any further MPNST-CM during the co-culture phase. As a negative control, MPNST cells were plated without macrophages in the lower chamber. We observed that the presence of Mφ/M2 macrophages induced cancer cell migration, and this was maximally upregulated by TRAP1-expressing macrophages exposed to MPNST-CM. In contrast, TRAP1-deficient macrophages failed to support MPNST cell migration (Fig. 3E-H).

The ability of TRAP1-expressing macrophages to sustain cancer cell migration after exposure to MPNST-CM was also confirmed using media conditioned by two additional MPNST cell models (Supplementary Fig. 3A-B).

These data indicate that the Mφ and M2 macrophages exposed to the MPNST-CM acquire important pro-neoplastic functions, as they elicit both colony formation and migration of MPNST cells, and that TRAP1 ablation abrogates the acquisition of these tumorigenic features.

**Fig. 3:**
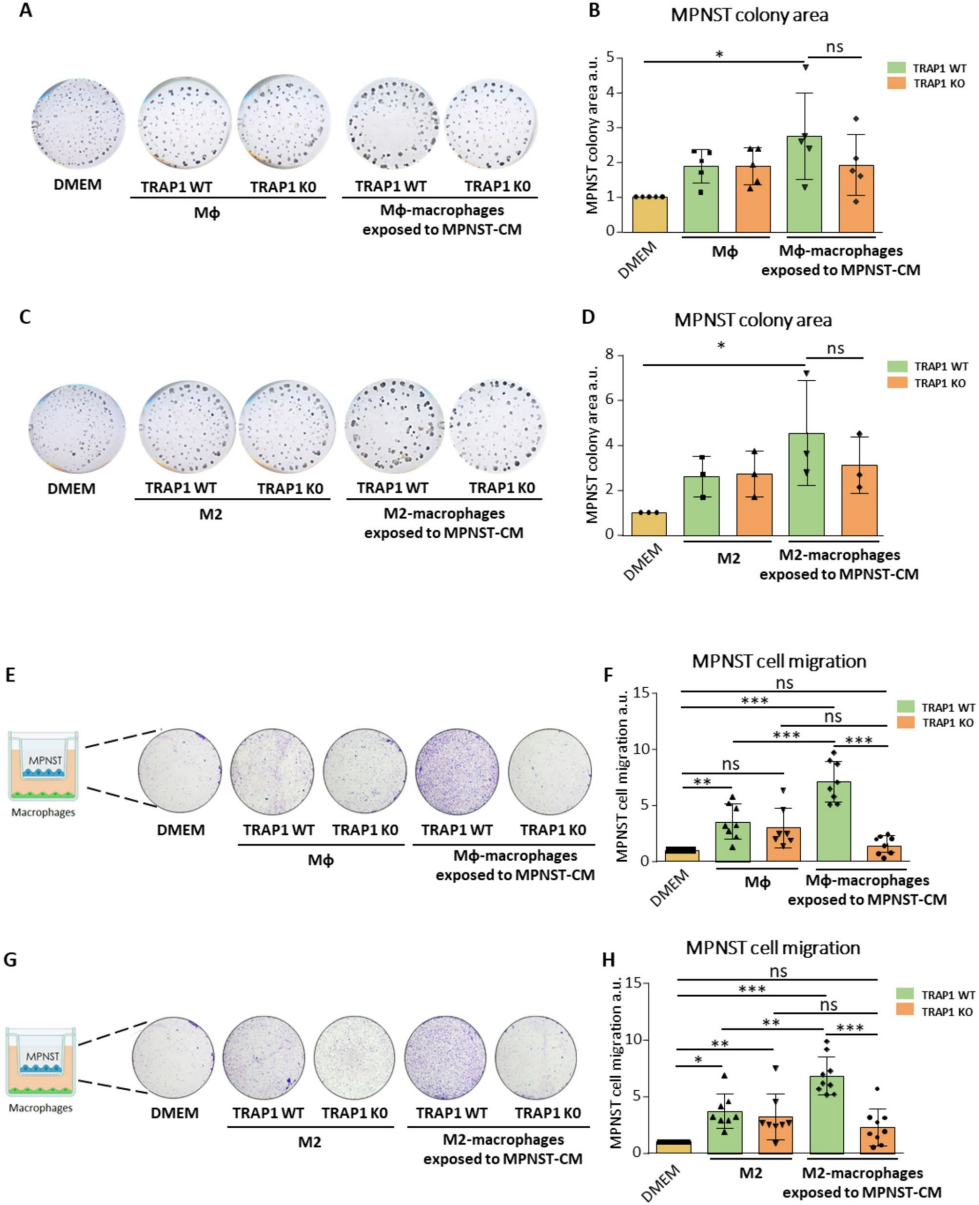
Exposure to MPNST-CM and TRAP1 expression are required for the acquisition of pro-tumorigenic features by macrophages. Representative images (**A**,** C**) and quantification of colony formation by MPNST cells co-cultured with macrophages. Representative images **(E**,** G**) and quantification of migration after co-culturing MPNST cells and macrophages. MPNST conditioned Mφ/M2 macrophages: BMDM exposed to MPNST-CM following the protocol of Supplementary Fig. 1A. In all experiments, MPNST cells plated in DMEM were used as a control. Data are reported as the FC mean ± SD of at least three independent experiments and normalized vs. the control. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with a one-way ANOVA test.

### Macrophages exposed to MPNST-CM promote angiogenesis in a TRAP1-dependent way

A prominent feature of M2-like TAMs is promotion of angiogenesis in different cancer types, thereby significantly contributing to tumor growth and dissemination [14]. Hence, we evaluated whether macrophages can elicit an angiogenic response, if this is modulated by MPNST-CM exposure and the role of TRAP1 in this process. We first performed an endothelial cell tube formation assay by measuring the number and length of branches formed by SVEC endothelial cells when cultured in the presence of a macrophage-conditioned medium (MCM). Experimental conditions included SVEC cells exposed to the culture medium (negative control), to the MPNST-CM and to the MCM from macrophages either previously exposed to MPNST-CM or not.

We found that a 4 h exposure to MPNST-CM per se did not induce any branching of SVEC cells, while MCMs from both Mφ and M2 cells significantly increased both number (branching points) and length of SVEC branches compared to SVECs grown in control medium, independently of TRAP1 expression (Fig. 4). Endothelial tube formation was further boosted by MCMs from Mφ/M2 cells previously exposed to MPNST-CM, but only if these macrophages expressed TRAP1. (Fig. 4).

The induction of pro-angiogenic features of TRAP1-expressing macrophages exposed to MPNST-CM was also confirmed by employing media conditioned by two additional MPNST cell lines, NPCIS cells (Supplementary Fig. 3C-D) and cisMPNST cells (Supplementary Fig. 3E-F).

**Fig. 4:**
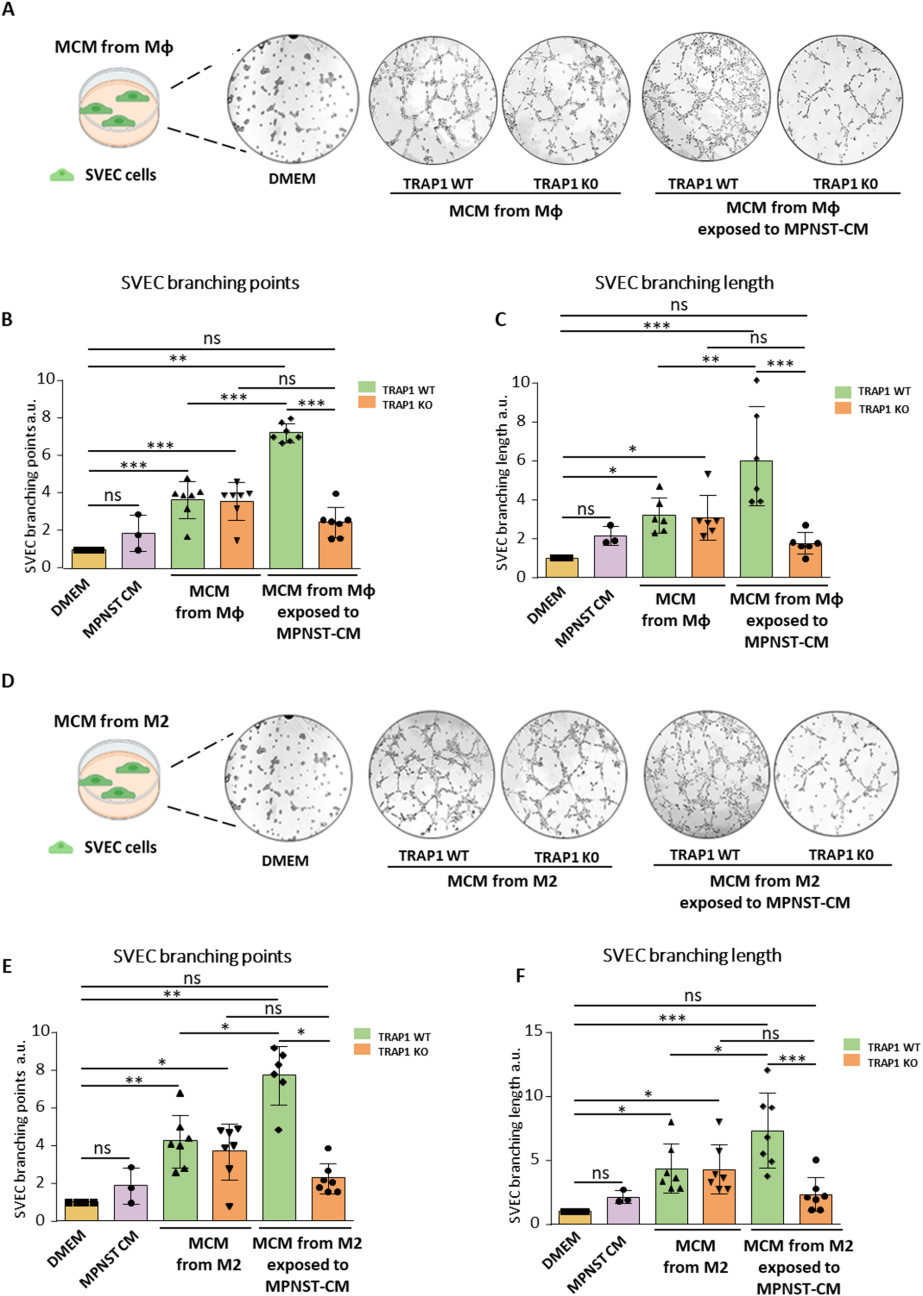
Macrophage promotion of endothelial tube formation is increased by their exposure to MPNST-CM in a TRAP1-dependent way. (**A**,** D**) Representative scheme, images and quantification of branching points (**B**,** E**) and branching length (**C**,** F**) of SVEC cells exposed to DMEM (negative control), to the MPNST-CM and to the MCM obtained from Mφ or M2 cells, or from Mφ/M2 cells previously exposed to MPNST-CM. Data are reported as FC mean ± SD of at least three independent experiments and normalized vs. the control. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with a one-way ANOVA test.

We next investigated whether Mφ/M2 macrophages exposed to MPNST-CM could also sustain angiogenesis in vivo, and the role played by TRAP1 in this process. For this purpose, we evaluated the number of vascular buds and blood vessels after injecting subcutaneously into nude mice either WT or TRAP1 KO cells embedded in a Matrigel matrix (Fig. 5A and Supplementary Fig. 4). We found that all macrophages elicited angiogenesis (Fig. 5B, C, F, G), and the presence of TRAP1 increased the formation of blood vessels, with the highest effect observed in mice injected with M2-derived macrophages (compare the number of blood vessels in Fig. 5C and G). Conversely, the number of vascular buds was higher in mice injected with Mφ vs. M2 cells, and specifically in the presence of TRAP1 (compare Fig. 5B and F). As vascular bud formation is a pre-requisite for the generation of vessels, these data suggest that the angiogenesis process is more rapid in the presence of M2 than of Mφ macrophages. Of note, macrophage infiltration, as measured by IBA-1 staining, was higher in the presence of TRAP1, with a minimal number of M1-like, iNOS^+^ cells and a high proportion of M2-like cells, stained by CD163 and CD206 markers (Fig. 5D, E, H **and I**, Supplementary Fig. 5).

**Fig. 5:**
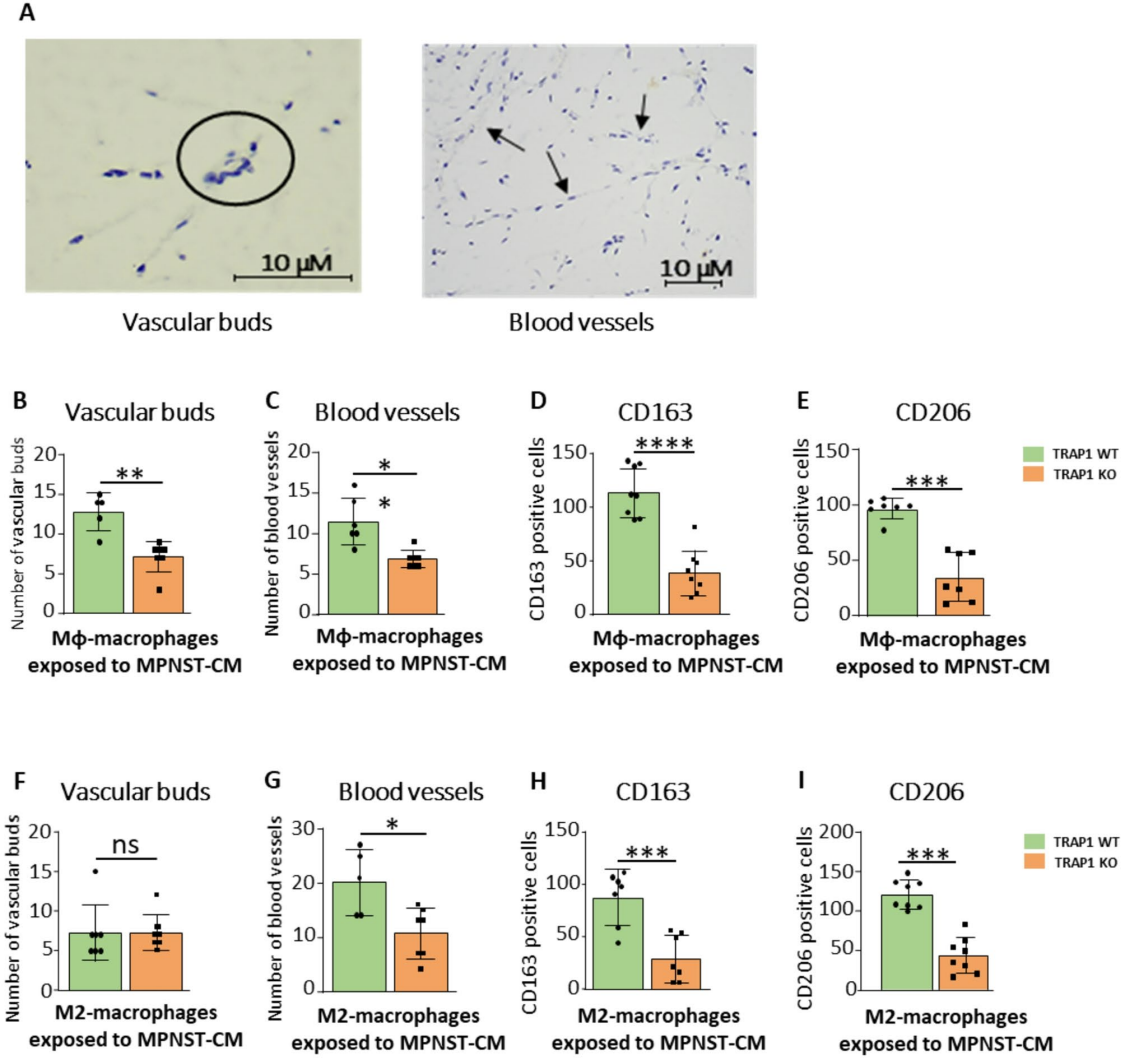
TRAP1 expression increases the angiogenesis promoted by macrophages exposed to MPNST-CM. (**A**) Hematoxylin and eosin staining (H&E) and quantification (**B**,** C**,** F**,** G**) of newly formed vascular buds and blood vessels after injection of macrophage-containing Matrigel plugs. Quantification of cells positive for CD163 **(D**,** H**) and CD206 **(E**,** I**) by IHC inspections. Cells were counted in 10 fields of Matrigel plugs at a 40X magnification. Absolute cell numbers are reported as mean ± SD of at least five experiments. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with a one-way ANOVA test.

These findings support a model by which endothelial cells co-cultured in the presence of MCM induce the angiogenic process. This effect is further promoted if macrophages had been exposed to MPNST-CM, indicating that MPNST cells are able to boost a pro-angiogenic phenotype in neighboring macrophages. The absence of TRAP1 does not display any effect on the pro-angiogenic potential of Mφ/M2 macrophages, but it prevents the upregulation of this pro-tumoral function prompted by conditioning Mφ/M2 macrophages with MPNST-CM.

Collectively, these findings demonstrate that both Mφ and M2 macrophages exposed to the MPNST-CM enhance pro-angiogenic features in a TRAP1 regulated manner. While the in vivo experiment further suggests that TRAP1 expression is important for increasing the number of macrophages, favoring either their recruitment or viability, the in vitro assay indicates that these macrophages stimulate endothelial cells through the release of soluble factors.

### TRAP1 expression in MPNST-conditioned macrophages induces a pro-angiogenic signature

We used a proteome profiler assay tailored for angiogenesis in order to investigate the pro-angiogenic factors released by macrophages exposed to MPNST-CM. On the one hand, we compared the culture media collected from MPNST cells (MPNST-CM) with those from TRAP1-expressing and TRAP1 KO Mφ cells exposed to MPNST-CM; on the other hand, we performed the same comparison, but using M2 instead of Mφ cells. We found that MPNST-CM per se did not contain high levels of any angiogenic factor tested, but both Mφ and M2 cells acquired a pro-angiogenic signature after exposure to MPNST-CM, provided that they expressed TRAP1. Indeed, cells where TRAP1 had been ablated had a profile of released proteins that was almost superimposable to that of MPNST-CM (Fig. 6A-B).

In more detail, the presence of TRAP1 elicited the release from Mφ cells exposed to MPNST-CM of a set of pro-angiogenic chemokines (CX3CL-1, CXCL-10, CXCL-4, CXCL-1 and CXCL-12), pro-angiogenic growth factors and metalloproteinases (VEGF-A, VEGF-B, Angiopoietin-1, HGF, ADAMTS1 and TIMP-1), and regulatory pro-angiogenic mediators (Leptin, Serpin F1, Thrombospondin-2, Collagen XVIII, Angiogenin, Serpin E1, Cyr61, Osteopontin/CCN-3/IGFB-9, Pentraxin-3 and Proliferin) (Fig. 6A). We observed a similar profile for TRAP1-expressing M2 cells, including the pro-angiogenic chemokines CXCL-16, SDF-1/CXCL12, Platelet Factor 4/CXCL-4, KC/CXCL-1 and MCP-1/CCL-2; the pro-angiogenic growth factors and metalloproteinases VEGF-A, HG-EGF, MMP-9, ADAMTS1 and TIMP-1; the pro-angiogenic regulatory factors Thrombospondin-2, Pentraxin-3, Angiogenin, Serpin E1, Coagulation Factor III and Angiopoietin-1 (Fig. 6B); notably, 11 out of these 16 induced proteins were shared between TRAP1-expressing M2 and Mφ macrophages.

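Bone marrow-derived macrophages of WT and TRAP1 KO mice were sequenced by a 3′ RNA-seq method, either as unpolarized Mφ or as M2 cells obtained with IL-4 at 10 ng/ml for 24 h, after 48 h in MPNST-CM or in control medium. The authors deposited the number of reads counted on each gene in each library, without normalization. Data of 27 libraries in 8 groups were used, with 4 libraries each for WT Mφ in control medium, TRAP1 KO M2 in control medium and TRAP1 KO M2 in MPNST-CM, and 3 for each of the other groups. The labels assign 24 libraries to batch 1 and 3 to batch 2, which holds replicate 4 of each group with 4 libraries. Between 7037684 and 11152362 reads per library were counted on genes, with a median of 7872887 in batch 1 and 10124605 in batch 2. Counts were normalized with edgeR's TMM factors and given as CPM, and a transcript under 3 counts in a library was not detectable at this depth. Trap1, the targeted gene, had between 10.9 and 20.5 CPM in the 13 WT libraries and no counts in 13 of the 14 TRAP1 KO libraries. The library labelled M2 control KO replicate 4 had 2 counts of Trap1, or 0.19 CPM. Each library was then compared with the batch 1 mean of every group by Spearman's rank correlation across genes, which are not independent replicates. A library of batch 1 was left out of the mean of its own group. All 24 libraries of batch 1 had their highest correlation with their own group, as did 1 of the 3 libraries of batch 2. The library labelled M2 CM KO replicate 4 had a rho of 0.950 with its labelled group and 0.983 with WT M2 in control medium. The library labelled M2 control KO replicate 4 had a rho of 0.915 with its labelled group and 0.970 with TRAP1 KO Mφ in MPNST-CM. Every library was kept in its labelled group, and the numbers of genes in batch 1 alone are given beside those in the 27 libraries.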

We then analyzed both WT and TRAP1 KO Mφ/M2 cells exposed to MPNST-CM at the transcriptomic level with a bulk RNA-seq approach. A preliminary selection was performed to confidently identify secreted factors, employing a previously published bioinformatic pipeline [32]. 

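Among 13723 genes tested across the 27 libraries, 958 differed between WT Mφ exposed to MPNST-CM (n = 3) and to control medium (n = 4), 576 of them higher and 382 lower in MPNST-CM (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). In WT M2 cells (n = 3 in each medium), 1014 genes differed, 592 higher and 422 lower in MPNST-CM. A required absolute log2 fold change of at least 1 gave 212 and 395 genes. Batch 1 alone gave 3330 genes in M2, 1524 higher and 1806 lower. In Mφ it gave 2889, 1533 higher and 1356 lower. It included 952 of the 958 and 1013 of the 1014 genes, all in the same direction. No WT M2 library is of batch 2, so in M2 the same libraries were compared in both fits. The fits differ there in the estimate of spread, which all groups share, and in the filter and normalization. DESeq2 gave 1233 and 1312 genes. With the replicate number as a block, the counts were 1247 and 1096. Deviations from the group means correlated with a mean r of 0.105 between same-numbered libraries of different groups (77 pairs) and of -0.0442 between the other pairs (175 pairs), across genes. The 77 pairs are of replicates 1 to 3, and the mean r went from 0.208 for replicate 1 to 0.0450 for replicate 3. The 5 largest changes in WT Mφ, among genes with at least 10 CPM in one group and no overlap between the groups, were those of Ftl1-ps1 (log2 fold change -4.38), Csta2 (3.82), Ifitm1 (3.76), Ccl7 (2.83) and Tmem176a (-2.60). Their adjusted p ranged from 0.00353 for Ccl7 to 0.0453 for Csta2 in the same edgeR test. Of these genes, Ccl7 alone stayed past the threshold in every alternative run, and the others fell short in some. The change of Ftl1-ps1, a pseudogene, rests on 2 of the 4 libraries in control medium (425 and 127 CPM, against 9.05 and 8.29 in the others), and the assignment of its reads was not tested. In WT M2, by the same rule, Ppbp (6.39), Ifitm1 (5.47), Gja1 (5.41), Ear2 (-5.31) and Ccl12 (5.23) changed most, with adjusted p between 5.62e-05 for Ccl12 and 0.0325 for Ear2. Here Ccl12 alone stayed past the threshold in every alternative run. Ear2 belongs to a family of closely related genes, and the assignment of its reads was not tested.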

Analysis of the transcripts included in the “Hallmark-Angiogenesis” collection [33] and encoding for soluble molecules revealed the up-regulation of a set of pro-angiogenic factors in comparison to Mφ/M2 macrophages maintained in control media. These factors encompassed growth factors, cytokines and metalloproteinases such as MMP-8, MMP-10, CCL-3, PDGF-A and TNF in Mφ macrophages exposed to MPNST-CM (Fig. 6C), and ITGB-3, CCL-2, CCL-7, ANG and MMP-10 in M2 conditioned macrophages (Fig. 6D). 

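Transcripts of MMP-8 (Mmp8) were at 299 ± 22.0 CPM (SD, n = 3) in WT Mφ exposed to MPNST-CM and at 127 ± 40.9 CPM (SD, n = 4) in control medium, a log2 fold change of 1.26 (standard error 0.32, adjusted p = 0.0172 in edgeR's quasi-likelihood test). TNF transcripts (Tnf) were at 51.4 ± 5.91 CPM and 33.0 ± 6.44 CPM, a log2 fold change of 0.66 (standard error 0.19, adjusted p = 0.0387). Mmp10 was near the limit of detection in Mφ, with 7, 9 and 20 counts in the libraries in MPNST-CM and 2, 2, 4 and 4 counts in those in control medium, and passed the threshold (adjusted p = 0.0221). Ccl3 and Pdgfa were higher in MPNST-CM by log2 fold changes of 0.70 (standard error 0.33) and 0.56 (standard error 0.25) and did not pass it across the 27 libraries (adjusted p = 0.221 and 0.189). In batch 1 alone both passed, with log2 fold changes of 0.89 and 0.45 (adjusted p = 4.94e-07 and 0.000661). In WT M2 cells, Ccl2 was at 1804 ± 171 CPM in MPNST-CM and 722 ± 46.2 CPM in control medium (SD, n = 3 each), a log2 fold change of 1.31 (standard error 0.29, adjusted p = 0.00694). Log2 fold changes were 2.91 for Ccl7 (adjusted p = 0.00531), 0.87 for Ang (0.0126) and 2.37 for Mmp10 (0.00488), the last at 4.22 ± 1.11 CPM in MPNST-CM. Itgb3 was at 94.2 ± 5.38 CPM and 52.3 ± 3.01 CPM, with a log2 fold change of 0.84 (standard error 0.37) that passed in batch 1 alone (adjusted p = 5.93e-05) and not across the 27 libraries (0.181). The compared libraries are the same in both fits. The shared estimate of spread across the 27 libraries also took in TRAP1 KO M2 in control medium. Itgb3 was there at 28.1, 26.9 and 29.2 CPM in replicates 1 to 3 and at 4.18 CPM in the library labelled replicate 4. Each of the 16 genes drawn in Fig. 6C was higher in WT Mφ exposed to MPNST-CM, and 8 passed across all genes tested, 11 with adjustment over the 16 alone and 16 in batch 1. Each of the 12 genes drawn in Fig. 6D was higher in WT M2, where 8 passed across all genes, 10 over the 12 alone and 12 in batch 1. The paper selected these genes from the same experiment.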

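In MPNST-CM, each of the 16 genes of Fig. 6C was lower in TRAP1 KO than in WT Mφ (n = 3 each), with a median log2 fold change of -0.77, and 10 passed the threshold in edgeR's test across all genes, 11 over the 16 alone and 16 in batch 1. Each of the 12 genes of Fig. 6D was lower in TRAP1 KO than in WT M2, with a median of -1.33, and 7 passed across all genes, 12 over the 12 alone and 12 in batch 1. Ccl3 fell by 2.04 on the log2 scale in Mφ (standard error 0.37, adjusted p = 0.000296) and Tnf by 1.36 (standard error 0.21, adjusted p = 4.49e-05). Mmp8 was at 160 ± 19.2 CPM in TRAP1 KO Mφ in MPNST-CM, and its difference from WT did not pass across the 27 libraries (adjusted p = 0.0579) and passed in batch 1 alone (7.19e-08). Itgb3 fell by 2.46 in M2 (standard error 0.35, adjusted p = 0.000135) and Ccl2 by 1.25 (standard error 0.27, adjusted p = 0.00334), and in batch 1 alone by 2.54 and 1.18. When TRAP1 KO cells in MPNST-CM were compared with TRAP1 KO cells in control medium, 2 of the 16 genes in Mφ were higher past the threshold (Mif and Mmp8) and 2 lower. Mmp8 rose from 25.5 to 160 CPM there, a log2 fold change of 2.70 (standard error 0.37, adjusted p = 3.11e-05). In TRAP1 KO M2, 4 of the 12 genes were higher in MPNST-CM past the threshold, namely Ccl2 (log2 fold change 0.87), Ccl7 (1.92), Pecam1 (1.58) and Sdc4 (0.71), with adjusted p up to 0.0406. Ccl7 in the TRAP1 KO M2 libraries in MPNST-CM was at 583, 637 and 544 CPM in replicates 1 to 3 and at 133 CPM in the library labelled replicate 4. It was at 62.7, 47.9 and 57.4 CPM in replicates 1 to 3 in control medium and at 334 CPM in the library labelled replicate 4. In batch 1 alone, 4 genes of Fig. 6C rose and 7 fell in TRAP1 KO Mφ in MPNST-CM, and 6 of Fig. 6D rose and 2 fell in TRAP1 KO M2. A test of the difference between the responses of the genotypes (the interaction of genotype and medium) found a lower log2 fold change in TRAP1 KO for 4 genes of Fig. 6C (Ccl3, Hspa5, Lgals3 and Tnf, whose means fell in TRAP1 KO Mφ in MPNST-CM) and 1 of Fig. 6D (Gdf15), and in batch 1 for 11 and 5. Mmp8 had a larger rise in TRAP1 KO Mφ past the threshold in batch 1 alone (adjusted p = 4.09e-09). With the replicate number as a block, 9 and 8 genes of Fig. 6C and 6D were lower in TRAP1 KO, and 4 and 1 had the lower log2 fold change by the interaction.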

In keeping with data on released proteins, this pro-angiogenic transcriptomic signature was abolished by TRAP1 ablation in both Mφ and M2 cells (Fig. 6C, D).

**Fig. 6:**
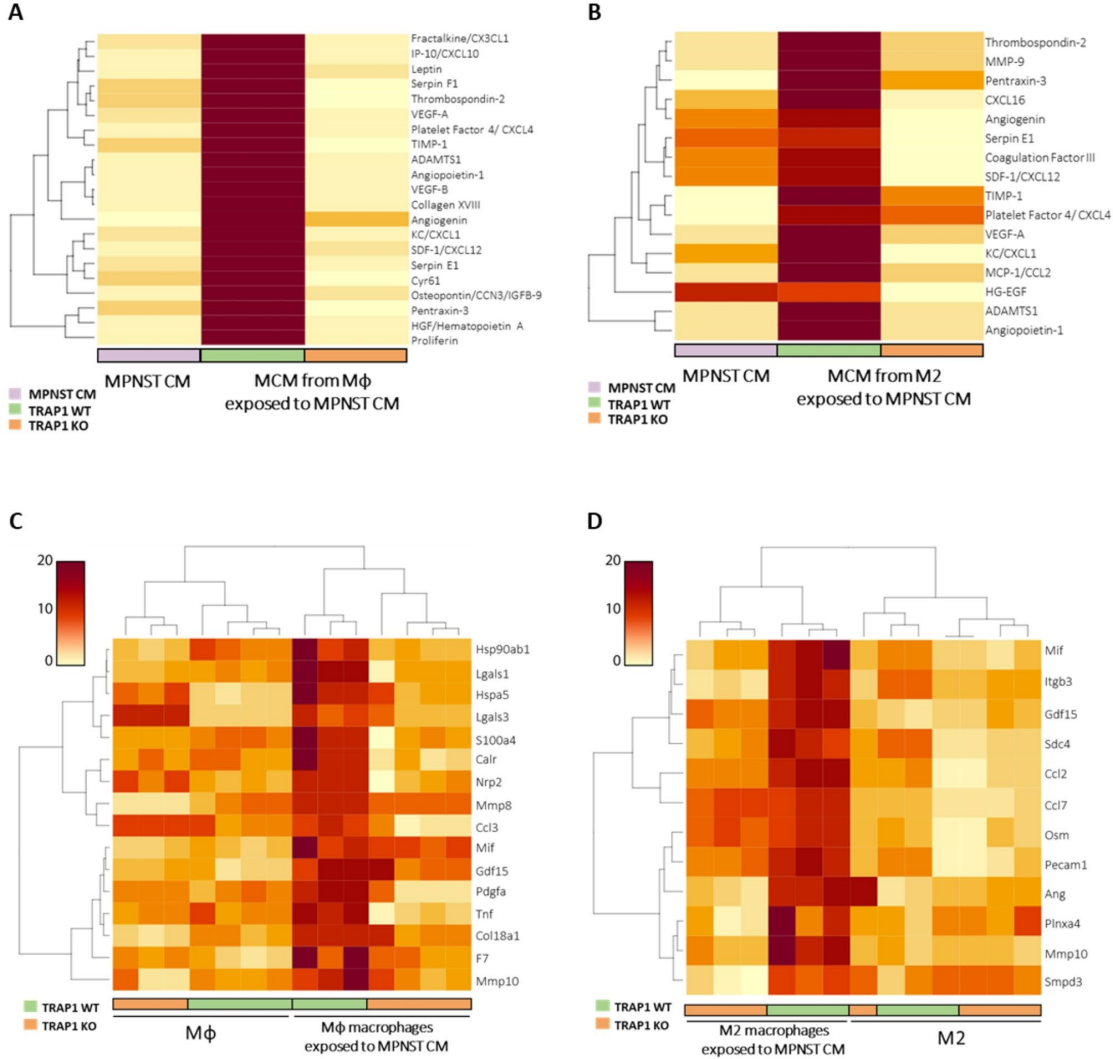
TRAP1 expression is required to establish a pro-angiogenic phenotype in Mφ/M2 cells exposed to MPNST-CM. (**A**,** B**) Heatmaps representing the quantification of the differentially expressed secreted pro-angiogenic factors examined in MPNST-CM and in the MCM of TRAP1 WT and KO Mφ (**A**) and M2 (**B**) cells exposed to cancer cell medium. Data are representative of a pool of three biological replicates and are displayed according to a red-to-yellow color scale. (**C**,** D**) Heatmap of top DEGs filtered for a list of annotated angiogenesis-related, soluble factors in MPNST-conditioned TRAP1 WT and KO Mφ (**C**) and M2 (**D**) cells. Gene expression values are displayed as changes with respect to median expression levels according to a red to yellow color scale. Rows are scaled to better appreciate the differences and the dendrograms show unsupervised hierarchical clustering.

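The mean log2 CPM of the 16 genes was 7.90 ± 0.0738 (SD, n = 3) in WT Mφ in MPNST-CM and 7.12 ± 0.0563 (SD, n = 4) in control medium, a difference of 0.78 (two-sided exact permutation test, p = 0.0286, the smallest that 3 against 4 libraries allow). In TRAP1 KO Mφ it was 7.06 ± 0.0186 in MPNST-CM and 7.00 ± 0.0704 in control medium (SD, n = 3 each), a difference of 0.0585 (exact permutation test, p = 0.3). In control medium the TRAP1 KO Mφ differed from WT by -0.11 (exact permutation test, p = 0.0286). The TRAP1 KO and WT Mφ in MPNST-CM differed by -0.84, more than the spread of either group, and 3 against 3 libraries cannot go below an exact p of 0.1, which was reached. The mean of the 12 genes was 5.49 ± 0.0360 in WT M2 in MPNST-CM and 3.95 ± 0.0208 in control medium (SD, n = 3 each), a difference of 1.54 (exact permutation test, p = 0.1, the smallest possible). In TRAP1 KO M2 it was 4.04 ± 0.113 in MPNST-CM and 3.53 ± 0.187 in control medium (SD, n = 4 each), a difference of 0.51 (exact permutation test, p = 0.0286). The TRAP1 KO M2 differed from WT by -1.45 in MPNST-CM and by -0.41 in control medium, each with an exact permutation p of 0.0286. Over the 8 comparisons of these means, the Benjamini-Hochberg adjusted value is 0.0457 for each p of 0.0286 and 0.114 for each p of 0.1. The paper drew these genes as top differentially expressed genes of the same experiment. These p-values therefore describe the lists and are no independent test of them. In batch 1 alone the differences were 0.81 and 0.0585 for MPNST-CM against control medium in WT and TRAP1 KO Mφ, and 1.54 and 0.56 in WT and TRAP1 KO M2, where no exact p can go below 0.1. The 4 libraries of TRAP1 KO M2 in MPNST-CM had means of 4.00, 3.98, 4.21 and 3.96, the last in the library labelled replicate 4.

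**Figure D1:**
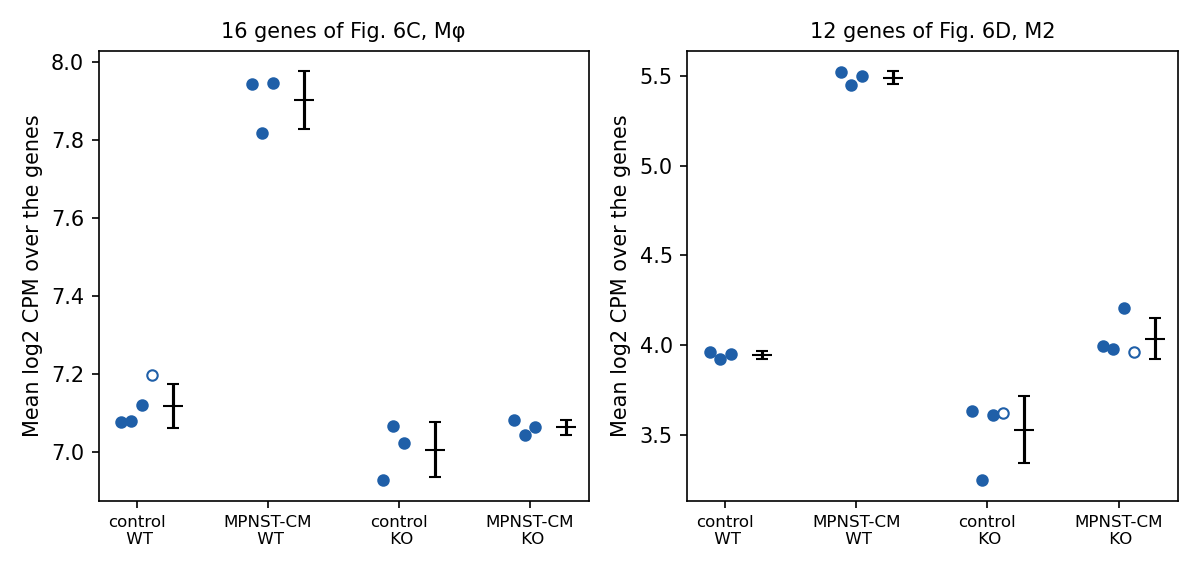
Mean log2 CPM per library of the 16 genes of Fig. 6C in Mφ (left) and of the 12 genes of Fig. 6D in M2 (right), by medium and genotype, with the group mean and SD beside the points. Open circles are libraries of batch 2, and the WT libraries in MPNST-CM, at 7.82 and above in Mφ and 5.45 and above in M2, lie over those of the other groups.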

Overall, these data indicate that TRAP1 expression profoundly affects the transcriptional landscape of macrophages upon stimulation with the medium conditioned by MPNST cells. 

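In MPNST-CM, 3097 genes differed between TRAP1 KO and WT Mφ, 1296 of them higher and 1801 lower in TRAP1 KO, in edgeR's quasi-likelihood test across the 27 libraries. In M2, 1681 genes differed, 619 higher and 1062 lower. In control medium, 854 genes differed between the genotypes in Mφ and 1137 in M2. With batch 1 alone these counts were 5207 (2598 higher and 2609 lower), 4627 (2337 higher and 2290 lower), 2261 and 2238. With the replicate number as a block they were 3361, 1877, 840 and 1249. Libraries labelled TRAP1 KO of batch 1 also had Xist at 1.14 CPM or less, whereas it was at 267 CPM or more in all WT libraries and at 313 and 401 CPM in both TRAP1 KO libraries of batch 2. Apart from Trap1 and Xist, the genes with the largest differences in Mφ by the rule given above were Cox6a2 (log2 fold change 5.93, adjusted p = 0.00282), F5 (4.91, 0.0228) and Exo1 (-4.80, 1.65e-06). In M2 they were Slfn1 (6.17, 0.0294), Cox6a2 (5.01, 0.0177), Ifi213 (4.07, 0.0170) and LOC118567915 (-4.04, 0.000266), with log2 fold changes of 6.63, 5.44, 4.51 and -4.34 in batch 1 alone. Cox6a2 and Exo1 in Mφ and LOC118567915 in M2 stayed past the threshold in every alternative run, and the others fell short in some. MPNST-CM changed 2647 genes in TRAP1 KO Mφ and 826 in TRAP1 KO M2 relative to control medium, and 4476 and 5016 in batch 1 alone. Of the genes changed by MPNST-CM in WT cells, 37.2% in Mφ (356 genes) and 18.5% in M2 (188 genes) changed the same way past the threshold in TRAP1 KO cells, and in batch 1 alone 48.7% and 56.0%. Without a threshold in TRAP1 KO cells, 78.1% and 75.1% of them had the same direction there (74.7% and 74.5% in batch 1 alone). The response to MPNST-CM differed between the genotypes for 653 genes in Mφ (222 with a higher and 431 with a lower log2 fold change in TRAP1 KO) and 180 in M2 (61 and 119). With the block the interaction gave 743 and 288 genes, and in batch 1 alone 2683 (1112 higher and 1571 lower) and 2751 (1274 and 1477). The paper takes its data to point to an effect of TRAP1 on transcription in macrophages exposed to MPNST-CM.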

We therefore investigated a possible mechanistic link between TRAP1 activity as a regulator of mitochondrial bioenergetics [7] and the transcriptional output of macrophages.

### TRAP1 activates a succinate-HIF-1α signaling pathway in macrophages exposed to MPNST-CM

We reasoned that TRAP1 could tune transcription by regulating cell redox equilibrium, as it acts as a ROS scavenger in different tumor types [34]. Thus, we investigated the potential impact of TRAP1 expression on ROS management in Mφ and M2 macrophages exposed to MPNST-CM. However, we could not detect any difference when we compared intracellular ROS levels in TRAP1 WT and KO Mφ/M2 macrophages exposed or not to MPNST-CM (Supplementary Fig. 6A-B).

We have previously shown that TRAP1 increases intracellular levels of succinate as a result of its inhibitory effect on succinate dehydrogenase (SDH) [7], and TRAP1-dependent succinate accumulation can induce the stabilization of HIF-1α [5, 7], unleashing its transcriptional activity. Conversely, an increase in alpha-ketoglutarate (α-KG) levels prompts the proteasomal degradation of HIF-1a [35].

Therefore, we analyzed intracellular succinate levels and HIF-1α protein expression, finding that both were upregulated in Mφ/M2 TRAP1-expressing cells after exposure to MPNST-CM, whereas no changes were detectable in cells where TRAP1 was absent (Fig. 7A-B for succinate and Fig. 7C-D for HIF-1α). Instead, in line with a lack of HIF-1α stabilization, Mφ/M2 TRAP1-deficient macrophages exposed to MPNST-CM increased intracellular levels of α-KG (Supplementary Fig. 7A-B).

**Fig. 7:**
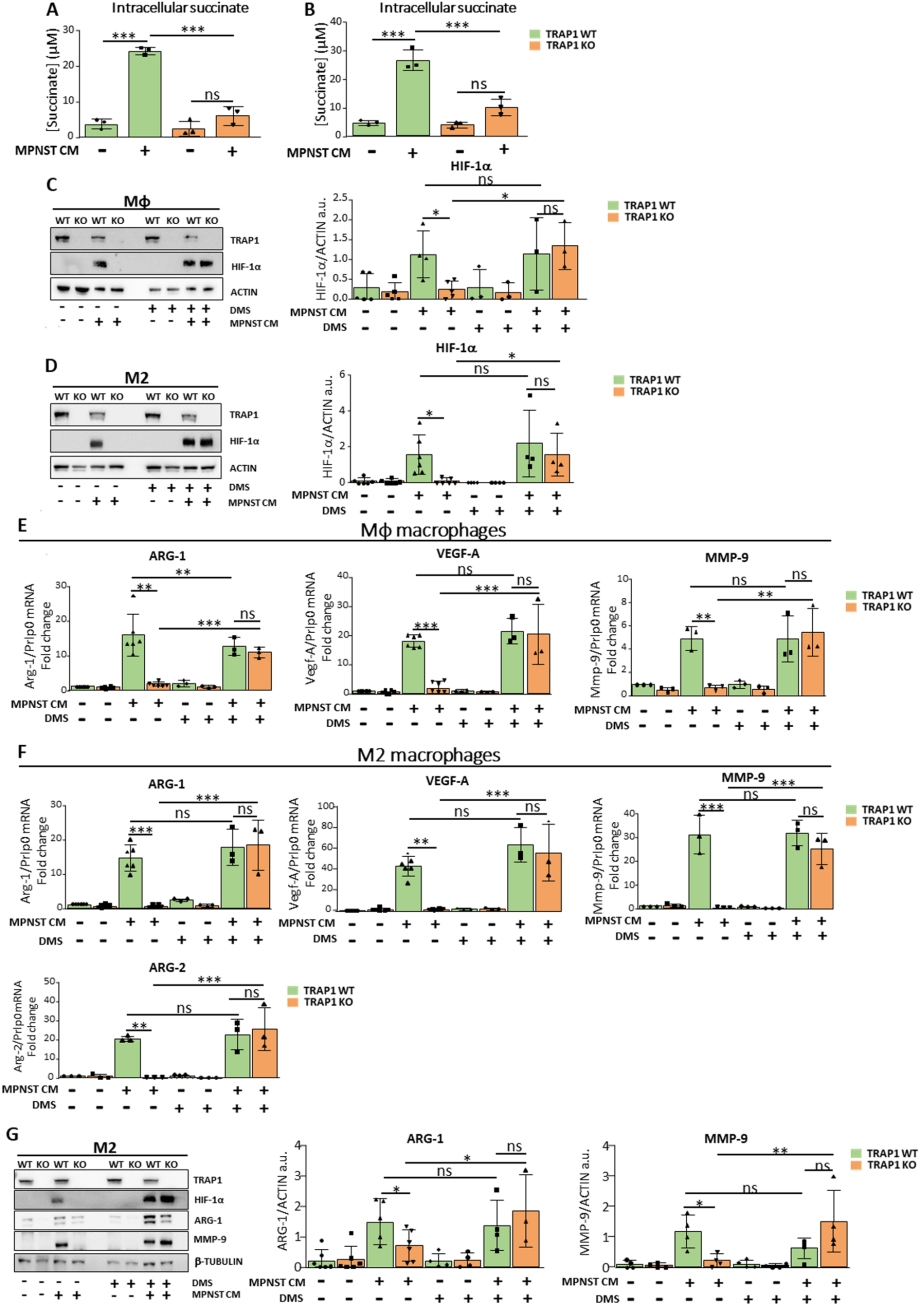
TRAP1 expression elicits a succinate-dependent induction of HIF-1α transcriptional activity after macrophage exposure to MPNST-CM. (**A**,** B**) Quantification of intracellular succinate levels in Mφ (**A**) or M2 (**B**) cells. Data are reported as mean ± SD of three independent experiments. (**C-D**) Western blot analysis and quantification of HIF-1α protein levels in Mφ (**C**) and M2 (**D**) macrophages cultured for 48 h in MPNST- CM (+) or control medium (-), with or without 1 mM DMS. (**E**,** F**) RT-qPCR analysis of *Arg-1*, *Vegf-A*,* Mmp-9*,* Arg-2* mRNA levels in Mφ (**E**) or M2 (**F**) macrophages cultured in MPNST-CM (+) or control medium (-) with or without 1 mM DMS. FC are reported as mean ± SD of at least three independent experiments. (**G**) Western blot analysis and quantification of ARG-1 and MMP-9 expression in M2 macrophages cultured for 48 h in MPNST-cell CM (+) or control medium (-), with or without 1 mM DMS. Protein levels were normalized vs. actin and expressed as mean ± SD of at least three independent experiments. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with a one-way ANOVA test.

We further investigated the presence of a TRAP1-succinate-HIF-1α signaling axis by using the cell-permeable succinate analogue dimethyl-succinate (DMS). Our data indicate that DMS stabilizes HIF-1α in TRAP1-deficient, Mφ/M2 macrophages exposed to MPNST-CM (Fig. 7C-D).

We then assessed the HIF-1α activity, finding a perfect match between HIF-1α stabilization and transcriptional induction of a set of HIF-1α target genes (*Arg-1*, *Vegf-A* and *Mmp-9*) in Mφ/M2 macrophages exposed to MPNST-CM and either expressing TRAP1 or treated with DMS (Fig. 7E-F); in addition, M2 cells increased the mRNA levels of *Arg-2*, which was undetectable in Mφ macrophages (Fig. 7F). In keeping with their transcriptional regulation, the protein expression of both ARG-1 and MMP-9 was boosted in M2 macrophages exposed to MPNST-CM and either expressing TRAP1 or treated with DMS (Fig. 7G).

We next employed dimethyl-α-KG (DM-α-KG), a cell-permeable α-KG analogue that could elicit HIF-1α proteasomal degradation [35]. Our results show that treatment of M2 TRAP1 WT macrophages with MPNST-CM in the presence of 1 mM DM-α-KG significantly decreased the expression of canonical HIF-1α target genes (Supplementary Fig. 7C-F).

These findings strongly support the importance of the TRAP1-mediated succinate/α-KG balance in regulating HIF-1α activity in macrophages exposed to MPNST-CM.

### Succinate confers pro-neoplastic functions to TRAP1-deficient macrophages exposed to MPNST-CM

We asked whether exposure to MPNST-CM in the presence of DMS could render TRAP1 KO Mφ/M2 macrophages capable of inducing motility of cancer cells, thus mimicking the effect of the conditioned medium on TRAP1 WT cells. By using a Boyden chamber assay (Fig. 8), we found that DMS markedly increased the induction of MPNST cell motility by TRAP1 KO macrophages, making it reach the same level observed when cancer cells were co-cultured with TRAP1 WT macrophages (Fig. 8).

**Fig. 8:**
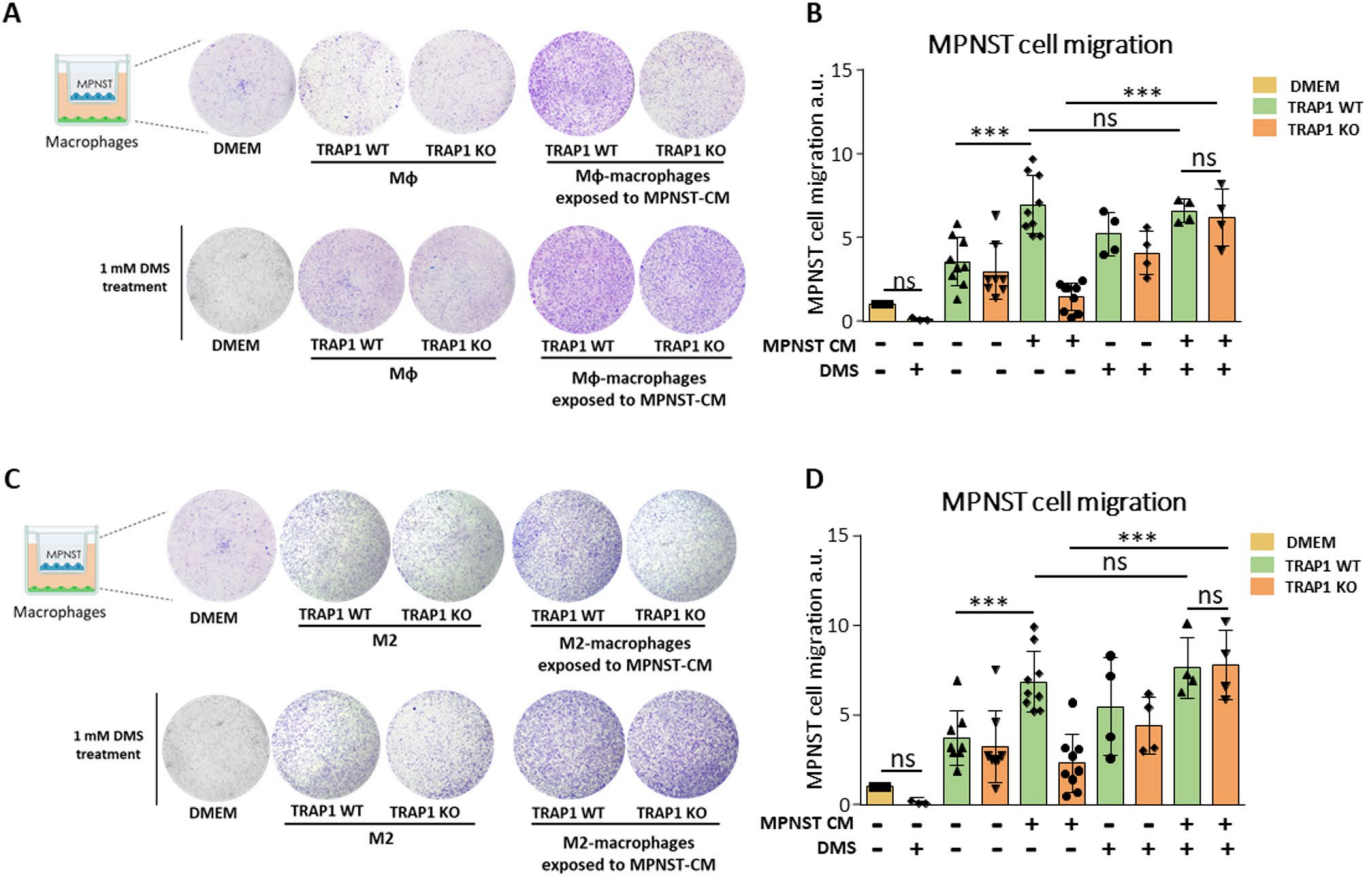
DMS treatment selectively increases the ability of TRAP1 KO Mφ- and M2-conditioned macrophages to induce MPNST cell migration. Representative Boyden chamber experiments (**A**,** C**) and quantification of MPNST cell migration (**B**,** D**). MPNST cells were co-cultured with either Mφ (**A**,** B**) or M2 (**C**,** D**) cells; where indicated, macrophages were pre-conditioned with MPNST-CM and/or treated with 1 mM DMS. Data are reported as mean ± SD of at least four independent experiments. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with a one-way ANOVA test.

We also studied whether DMS administration could upregulate angiogenesis induction by TRAP1 KO macrophages. Similarly to what observed in the migration assay, DMS supplementation markedly affected the pro-angiogenic phenotype of TRAP1 KO Mφ/M2 macrophages, strongly increasing it to an extent comparable to that of WT cells (Fig. 9).

**Fig. 9:**
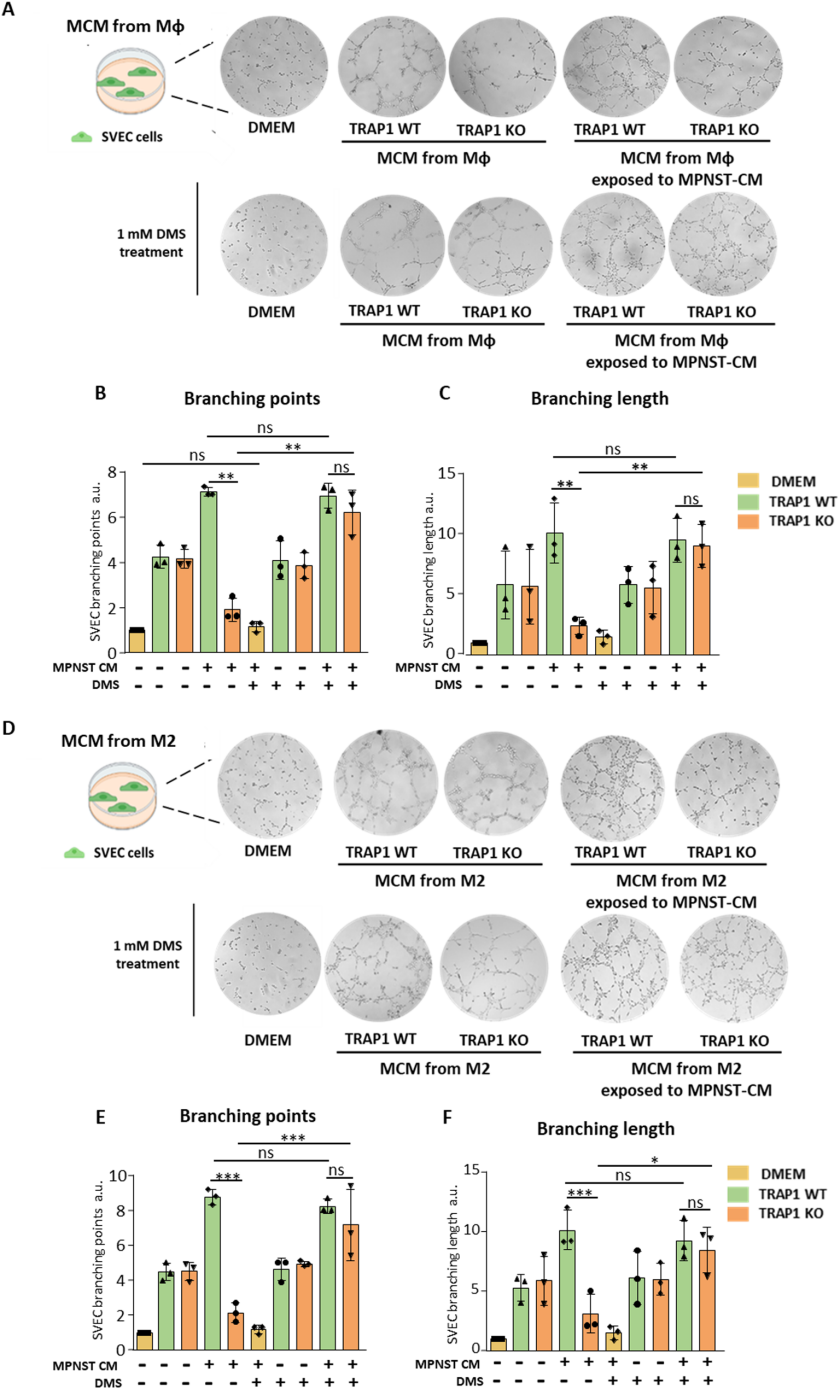
DMS treatment rescues TRAP1 KO Mφ- and M2-conditioned macrophages ability to induce in vitro angiogenesis. (**A**) Representative scheme, images and quantification of (**B**) branching points and (**C**) branching length of SVEC cells cultured in MCM from either Mφ macrophages or Mφ macrophages exposed to MPNST-CM and/or treated with 1 mM DMS. (**D**) Representative scheme, images and quantification of (**E**) branching points and (**F**) branching length measurements on SVEC cells cultured in MCM from either M2 macrophages or M2 macrophages exposed to MPNST-CM and/or treated with 1 mM DMS. DMEM was used as a control. The number of branches (branching points) and branching length of SVEC cells were measured using ImageJ software and expressed as FC compared to control (DMEM) in the form of a bar graph. Data are reported as mean ± SD of four independent experiments. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with a one-way ANOVA test.

Collectively, these results are in accord with the presence of a TRAP1- and succinate-dependent modulation of macrophage functions, which is responsible for secreting pro-invasive and pro-angiogenic factors once macrophages interact with MPNST cells.

## Materials and methods

### Cell culture and conditioned medium

The sMPNST and cisMPNST cell models were kindly provided by Dr. Lu Q. Le (Charlottesville, VA, USA), NPCIS cell line was a gift from Dr. Verena Staedtke (Johns Hopkins University, USA) and the mouse fibroblast L-cell strain 929 (L929) was obtained from Dr. Elisa Greggio (University of Padova, Italy). The sMPNST (SKP-derived MPNST) cell line is a murine MPNST cell line derived from tumors established by autologous transplantation of skin-derived precursor cells (SKPs) lacking both Nf1 and p53. Such SKPs have been demonstrated to consistently give rise to tumors with all the histological hallmarks of human MPNSTs [36]. NPCIS and cisMPNST cell lines were derived from tumors developed by the NPcis (B6;129S2-Trp53^tm1Tyj^ Nf1^tm1Tyj^/J) transgenic mice [37] and used as MPNST cell models [4, 36].

All cell lines were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum (FBS), 3.97 mM glutamine, 1 mM sodium pyruvate and 0.1 mM penicillin and streptomycin (P/S), at 37 °C in a humidified atmosphere containing 5% CO₂. Cell lines were routinely checked for the presence of mycoplasma.

To prepare macrophage differentiation medium (DM), Roswell Park Memorial Institute (RPMI) 1640 medium was supplemented with 10% heat-inactivated FBS, 0.1 mM P/S, 25 mM HEPES pH 7.4 and with 20% of L929 conditioned medium (L929-CM), as a source of M‐CSF.

To prepare L929-CM, cells were grown in complete DMEM (10% heat-inactivated FBS, 3.97 mM glutamine, 1 mM sodium pyruvate and 0.1 mM P/S) that was replaced at confluence. After 10 days the medium was collected, centrifuged (750 g, 10 min) and the supernatant was filtered (0.22 μm) and stored at − 80 °C.

To obtain MPNST-CM, 6 × 10⁵ MPNST cells were grown in a 100 mm dish with 10 mL complete DMEM (10% heat-inactivated FBS, 3.97 mM glutamine, 1 mM sodium pyruvate and 0.1 mM P/S). After 4 days, the medium was collected as above and immediately used to treat macrophages.

### Animals

All animal experiments were performed in compliance with applicable international (EU Directive 2010/63) and national (e.g., Italian law D.L. 26/2014) laws, implementing the Directive of ethical committees and the Italian Ministry of Health branch dealing with animal welfare. All experiments were approved by the animal welfare committee (OPBA – Organismo Preposto per il Benessere Animale) from the University of Padova. In this study, we utilized age-matched female C57BL/6 mice, both wild-type (WT) and TRAP1-deficient, approximately 4 months old.

### Macrophage Preparation and treatment

Bone marrow cells were obtained following standard protocols [31]. Briefly, bone marrow cells were collected by flushing the femurs and tibias of WT and TRAP1 KO C57BL/6 female age-matched mice (3–4 months) with complete RPMI using a 25 g needle. The suspension was filtered (cell strainer 40 μm) and centrifuged at 400 *g* for 5 min. After treatment with red blood cell lysis buffer (Sigma-Aldrich) for 10 min at RT, the suspension was neutralized with complete RPMI, centrifuged at 400 *g* for 5 min and cells were resuspended in 10 mL macrophage DM, seeded at an 8 × 10⁵ cell density in a 100 mm low adhesion Petri dish with 10 mL macrophage DM, and incubated at 37 °C in a humidified atmosphere containing 5% CO₂. After 4 days, 5 mL of fresh macrophage DM were added to each Petri dish and cells were kept in culture for 3 additional days when the Mφ macrophage phenotype was assessed.

For the subsequent M2 polarization, Mφ macrophages were treated with 10 ng/mL of IL-4 (ImmunoTools) for 24 h in complete RPMI, and incubated at 37 °C in a humidified atmosphere containing 5% CO₂.

Mφ and M2 macrophages were then exposed to 10 mL of MPNST-CM for 48 h. After the initial 24 h, the media were replaced with fresh MPNST-CM.

To assess the effects of DMS and DM-α-KG, Mφ and M2 macrophages were treated with either 1 mM DMS (SAFC, W239607K) or 1 mM DM-α-KG (Sigma Aldrich, 349631-5G), administered during the two consecutive 24 h exposure of macrophages to the MPNST-CM.

### RNA extraction and quantitative real time reverse transcription PCR (qRT-PCR)

Total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific) and used to synthesize cDNA with the SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific) according to the manufacturer’s instructions. qRT-PCR was performed with the Biorad qRT-PCR machine using SYBR Green (Thermo Fisher Scientific). All reactions were performed on at least 3 biological replicates and the values expressed as fold increase in mRNA levels relative to the housekeeping gene mouse P0 ribosomal protein (*Prlp0*). Absolute values of Ct are normalized against *Prlp0* and fold changes (FC) are calculated using the 2- ΔΔCT method. qRT-PCR primers were designed using primer designing tools from NCBI, NIH and were calibrated before use. Primers are listed in Table 1.

**Table 1:** RT-qPCR primers

GENE	PRIMER
ARG-1	F: 5’- CCACAGTCTGGCAGTTGGAAG R: 5’- GGTTGTCAGGGGAGTGTTGATG
ARG-2	F: 5’ - CTTGCGTCCTGACGAGATCC R: 5’- CCACTCCTAGCTTCTTCTGTCC
CD206	F: 5′- GAGCCCACAACAACTCCTGA R: 5′- TCGCCAGCTCTCCACCTATA
CD163	F: 5′- CAGACTGGTTGGAGGAGAAATC R: 5′- TGACTT GTCTCTGGAAGCTG
CD64	F: 5′- GCTGAGAGCATCCGTGTCAT R: 5′- AAGTGAAGCTGTAAGCCGGG
MGL-1	F: 5’- CAGAATCGCTTAGCCAATGTGG R: 5’- TCCCAGTCCGTGTCCGAAC
VEGF-A	F: 5’- CCACGACAGAAGGAGAGCAGAAGTCC R: 5’- CGTTACAGCAGCCTGCACAGCG
PRLP0	F: 5’- TCACTGTGCCAGCTCAGAAC R: 5’- CTCCCACCTTGTCTCCAGTC
IL-1β	F: 5’- TGGCAACTGTTCCTG R: 5’- GGAAGCAGCCCTTCATCTTT
TNF-α	F: 5’- GCCTCTTCTCATTCCTGCTT R: 5’- TGGGAACTTCTCATCCCTTTG
iNOS	F: 5’ - GCACATTTGGGAATGGAGACTG R: 5’- GGCCAAACACAGCATACCTGA
MMP-9	F: 5’ - GCTCCTGGCTCTCCTGGCTT R: 5’- GTCCCACCTGAGGCCTTTGA
HIF-1α	F: 5’ - AATACATTTTCTCTGCCAGTTTTCTG R: 5’- TTGCTGCATCTCTAGACTTTTCTTTT

### Western immunoblots

To assess protein expression, cells were lysed at 4 °C in a buffer composed by 150 mM NaCl, 20 mM Tris-HCl pH 7.4, 5 mM EDTA, 10% glycerol, 1% Triton X-100, in the presence of phosphatase (Sigma-Aldrich) and protease inhibitors (Sigma-Aldrich). Lysates were then cleared by centrifugation (18000 *g* for 30 min at 4 °C) and proteins were quantified using a BCA Protein Assay Kit (Pierce BCA Protein Assay kit, Thermo Fisher Scientific). For immunoblot analyses, protein extracts were separated in reducing conditions on SDS-PAGE and transferred onto nitrocellulose membranes (Amersham Protran, Sigma-Aldrich) following standard methods. Primary antibodies were incubated for 16 h at 4 °C, and horseradish peroxidase-conjugated secondary antibodies were added for 1 h at RT. Proteins were visualized by enhanced chemiluminescence (UVITEC, Eppendorf). Antibodies are listed in Table 2.

**Table 2:** Primary antibodies for Western blot

Primary antibody	Host	Working dilution	Brand	Catalog
IBA-1	Rabbit	1:1000	Cell Signaling Technology	17,198
TRAP1	Mouse	1:1000	BD Biosciences	612,344
CD206	Rabbit	1:1000	Invitrogen	PA5-114370
ARG-1	Rabbit	1:1000	Cell Signaling Technology	93,668 S
ARG-2	Rabbit	1:1000	Abcam	ab264066
GS	Rabbit	1:5000	GeneTex	GTX109121
MMP-9	Rabbit	1:500	Invitrogen	PA5-27191
HIF-1α	Rabbit	1:500	Novus Biologicals	NB100-449
β-Actin	Mouse	1:5000	Santa Cruz Biotechnology	sc-47,778
β-Tubulin	Rabbit	1:1000	Santa Cruz Biotechnology	sc-9104

### RNA sequencing processing and differential gene expression analysis

Quant Seq 3’ mRNA-seq Library Prep kit (Lexogen) was used for library construction by oligodT priming. The primer already contained Illumina-compatible linker sequences. After first strand synthesis the RNA was removed and second strand synthesis was initiated by random priming and a DNA polymerase. The random primer also contained Illumina-compatible linker sequences. Second strand synthesis was followed by a magnetic bead-based purification step. The library was then amplified, introducing the sequences required for cluster generation. External barcodes were introduced during the PCR amplification step. Library quantification was performed by fluorometer (Qubit) and bioanalyzer (Agilent).

QuantSeq Forward contained the Read 1 linker sequence in the second strand synthesis primer, hence NGS reads were generated towards the poly(A) tail and directly corresponded to the mRNA sequence. QuantSeq FWD maintained strand-specificity and allowed mapping of reads to their corresponding strand on the genome, enabling the discovery and quantification of antisense transcripts and overlapping genes.

Sequencing was performed on NextSeq500 ILLUMINA instrument to produce at least 10 million of reads (75 bp SE) for sample. Raw reads were preprocessed using Trimmomatic [38], (10.1093/bioinformatics/btu170), removing adapter sequences using the Illuminaclip step and employing a sliding window approach averaged on 4 bases and keeping only sequences with average quality evaluated with phred value > 20. Optimal quality was checked employing the FastQC tool (Andrews, S. (n.d.). FastQC A Quality Control tool for High Throughput Sequence Data (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Passing filtered reads were mapped to the mouse reference (mm10) using HISAT2 with default parameters. Mapped reads were filtered excluding unpaired mate/pair reads and reads with a MAPQ quality score < 20 using Samtools [39]. The Sequence Alignment/Map format and SAMtools [39]. Raw counts were obtained from filtered reads using featureCounts [40]. Subsequently, differential expression analysis was performed using [41], retaining only genes with a corrected *p*-value < 0.05. For subsequent graphical purposes, normalized counts were extracted from the DESeq object, as well as variance-stabilized values obtained using the vst command from the DESeq2 package.

Obtained differentially expressed genes were filtered employing a previously published pipeline [32] to identify secreted factors.

Moreover, to explore peculiar features of angiogenesis-related factors, genes were additionally filtered following the Hallmark-Angiogenesis collection [33] available in the MSigDB suite [42, 43].

### Heatmap generation

Heatmaps were obtained using default parameters in the heatmap function from the stats R package (R Core Team (2021). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria) from the variance-stabilized counts obtained from DESeq2. Values are scaled across rows, and dendrograms show similarities between gene trends.

### Cell colony formation assay

To perform the cell colony formation assay, 1.5 × 10^4^ MPNST cells were seeded in a low attachment 24-wells plate without or with 7.5 × 10^3^ WT or TRAP1 KO Mφ/M2 macrophages, previously exposed or not to MPNST-CM, in DMEM without phenol red (25 mM Glucose, 4 mM Glutamine, 1 mM sodium pyruvate, 0.1 mM penicillin and 2% heat-inactivated FBS), supplemented with 4% Matrigel to a total volume of 700 uL/well. The macrophage pre-conditioning with tumor media consisted of two sequential 24 h exposures to fresh MPNST-CM over two consecutive days. After 4 days of incubation at 37 °C in a humidified atmosphere containing 5% CO₂, colonies were stained by carefully adding a crystal violet solution (0.005% crystal violet in PBS, 61135 Sigma Aldrich) dropwise to the edge of each well. After 4 h at RT, colonies were immediately scanned and analyzed using ImageJ software to measure the parameter “integrated density”.

### Boyden chamber assays

To perform Boyden chamber assays, bone marrow-derived macrophages (BMDMs) were differentiated in vitro for 7 days (Day 0). On Day 7, Mφ macrophages were detached and re-seeded in 24-well plates at a density of 5 × 10³ cells per well. Cells were either left unpolarized (Mφ) or polarized toward the M2 phenotype using IL-4 (10 ng/mL) for 24 h. On Day 8, macrophages were exposed to MPNST-CM for 24 h (first exposure). On Day 9, MPNST-CM was replaced with fresh MPNST-CM for a second 24 h exposure (second exposure). On Day 10, the MPNST-CM was removed and replaced with complete DMEM. Macrophages were cultured for an additional 24 h to allow the secretion of soluble factors into the medium (conditioning phase). On Day 11, MPNST cells were seeded at a density of 2 × 10⁵ cells in complete DMEM in the upper compartment of the 24-wells plate in a transwell insert (8 μm pore size). The lower chamber contained macrophages in their enriched medium. MPNST cells were allowed to migrate toward the macrophage-enriched medium.

MPNST cell migration through the membrane of the transwell insert was determined after 16 h using the staining kit RAL Diff-Quik (Siemens Healthineers) according to the manufacturer’s protocol after removing cells from the upper side of the inserts with a cotton swab. Migrated cancer cells were photographed with a LEICA S9i microscope and quantified using ImageJ software by measuring the area stained by crystal violet from three images per condition. Each experimental condition was repeated at least in three replicates.

### Endothelial cell tube formation assays

For the endothelial cell tube formation assay, 8 × 10³ murine SV40-transformed endothelial cells (SVECs) were seeded in 20 µL of complete DMEM per well on a 96-well plate pre-coated with growth factor-reduced basement membrane matrix (Matrigel, Corning, 356231). After 1 h of incubation at 37 °C, each well was filled by adding 80 µL of complete DMEM and 200 µL of MCM. After additional 4 h of incubation, tube formation was examined by Leica DMI4000B inverted microscope. The length of the tubes and the total number of branching points were quantified in triplicate on the entire well surface using ImageJ software.

### In vivo angiogenesis assay and histological analysis

For the in vivo angiogenesis assay, WT and TRAP1 KO macrophages exposed to MPNST-CM were gently detached in cold PBS for 5–10 min, collected by centrifugation at 100 *g* for 8 min and resuspended in complete RPMI medium. Thereafter, 5 × 10⁵ cells were mixed with 500 µL of cold growth factor-reduced basement membrane matrix (Corning, 356231) on ice and injected subcutaneously into the ventral area of 6-week-old nude athymic female mice. All plugs were retrieved after 14 days, fixed in paraformaldehyde (PFA, Sigma-Aldrich), embedded in paraffin and sectioned at a thickness of 4 μm for histological analysis. After deparaffinization in xylene and rehydration in a series of graded alcohols, sections were stained with Mayer’s hematoxylin and eosin (H&E), and vascular buds and blood vessels were identified and counted in five microscopic fields per slice of each plug at a magnification of 40x with LEICA Flexacam i5. Results represent the average of counts from at least seven plugs per group.

To evaluate the presence of macrophages, antigen retrieval was conducted using EnVision FLEX Target Retrieval Solution, High pH (DM828) for 30 min at 97 °C. A 5% BSA solution in PBS was added for blocking of non-specific bindings. Anti-IBA-1 (019-19741, D.B.A. Italia s.r.l.), anti-iNOS (PA3-030 A, Invitrogen), anti-CD163 (BS-2527R, Invitrogen) and anti-CD206 (PA5-114370, Invitrogen) antibodies were used as markers of pan, M1 and M2 macrophages, respectively. After 24 h of incubation at 4 °C, the EnVision FLEX Peroxidase-Blocking Reagent (DM841) was added for 3 min at RT to block endogenous peroxidases, followed by the secondary antibody for 60 min at RT. Thereafter, sections were stained with the chromogen (DAB kit- EnVision FLEX DAB Dako Omnis, GC806) in a humid chamber for 8 min at RT in the dark, and with Hematoxylin for 1 min at RT (C0303, Diapath SPA). Finally, they were dehydrated and sealed. Wash buffer (DM831, Dako EnVision FLEX) was used for washing in all steps.

### Secretome analyses

Composition of the macrophage secretome was evaluated utilizing the proteome profiler mouse angiogenesis array kit (R&D Systems, ARY015) according to the manufacturer’s instructions. Briefly, samples were mixed with a cocktail of biotinylated detection antibodies and then incubated with the membrane spotted in duplicate with capture antibodies to specific target proteins. Captured proteins are visualized using chemiluminescent detection and the produced signal is proportional to the amount of analyte bound.

### Measurement of ROS

Measurements of macrophage ROS were performed by flow cytometry recordings by incubating cells in complete DMEM media depleted of FBS and in the presence of 2’,7’-Dichlorodihydrofluorescein (H₂-DCF) (Molecular Probes) for 30 min. Data acquisition was performed with BD FACSAria™ II and analysis with FACSDiva software.

### Measurement of intracellular succinate

The steady-state level of intracellular succinate was measured in WT and TRAP1 KO Mφ and M2 macrophages exposed or not to MPNST-CM using the fluorometric succinate assay kit (Sigma Aldrich, MAK335) according to the manufacturers’ protocol.

### Statistical analysis

Data were analyzed and presented as mean ± SD in all figures. Pairs of data groups were analyzed using paired and unpaired two-tailed Student’s *t* tests. In the case of more than two groups, one-way analysis of variance (ANOVA) was performed. Statistical significance was determined using GraphPad Prism (version 5). Results with a *p* value lower than 0.05 were considered significant; *P < 0.05, **P < 0.01; ***P < 0.001, ****P < 0.0001 compared to controls. Each experiment was repeated at least three times.

## Discussion

MPNSTs are highly infiltrated by macrophages [9] with a predominant M2-like phenotype [10–12], whose contribution to cancer growth remains poorly defined. Here we show that MPNST cells secrete factors that lead to acquisition of M2 markers (CD206, CD163, MGL-1, MMP-9, VEGF-A, ARG and GS) by macrophages, enabling their induction of cancer cell growth and motility and of endothelial cell angiogenesis. These data point to the existence of a complex molecular crosstalk among different cell types that form the MPNST microenvironment, shaping its growth potential.

Little is known on the metabolic changes that occur during MPNST onset and progression, and the study of how such rearrangements tune the interactions among its cellular components remains an uncharted territory. We observe that expression of the molecular chaperone TRAP1, a master regulator of mitochondrial metabolic circuitries in different cancer cell types [7, 44, 45], is mandatory for skewing the macrophage phenotype toward a M2-like, pro-neoplastic one. In tumor cells TRAP1 down-regulates SDH activity, installing a pseudo-hypoxic condition sustained by succinate-dependent stabilization of the transcription factor HIF-1α [5, 7]. Similarly, we find that also in macrophages TRAP1 expression increases the intracellular levels of succinate and activates a succinate-dependent transcriptional program orchestrated by HIF-1α. Instead, in the absence of TRAP1, MPNST-conditioned macrophages increase intracellular level of α-KG, a co-factor for the hydroxylation of HIF-1α that primes it for proteasomal degradation [35], thus repressing the transcriptional signature orchestrated by HIF-1α.

TRAP1 interacts with several mitochondrial proteins, encompassing metabolic enzymes, transporters and other chaperones [46, 47]. Therefore, its contribution in determining macrophage functions could be multifaceted and stemming from multiple interactions that eventually drive various biological outputs. Nonetheless, administration of exogenous succinate to macrophages lacking TRAP1 increases the expression of HIF-1α and of a panel of HIF-1α-target genes, enacting their pro-neoplastic phenotype and mimicking the presence of the chaperone. Instead, administration of exogenous α-KG interferes with the M2-like phenotype acquisition of TRAP1-expressing tumor-conditioned macrophages. These observations strongly argue in favor of a primary role exerted by a TRAP1-succinate-HIF-1α signaling pathway in the regulation of macrophage functions. Importantly, TRAP1 expression per se is not sufficient for eliciting these downstream effects, as their induction requires the exposure of TRAP1-expressing macrophages to factors secreted by MPNST cells. This suggests that specific signals must prime TRAP1, possibly eliciting post-translational modifications that are known to tune its activity [5, 48, 49]. Elucidating the signaling pathways enrolled in macrophages by MPNST cell-secreted factors will be important for understanding how TRAP1 regulation drives acquisition of a pro-tumoral phenotype in macrophages.

In the latest years, several studies have started to connect the metabolic reprogramming of macrophages with their phenotypic and functional profile [20, 21]. While key metabolic routes that underpin the dichotomy between M1 and M2 states have been characterized, it remains to be dissected whether and how specific metabolic adaptations sustain the variety of phenotypic differences observed in the populations of tumor-associated macrophages [50]. In this scenario, our data highlight the importance of a rise in intracellular succinate levels for polarizing macrophages towards a pro-tumoral phenotype. Succinate is a well-known oncometabolite, as it can induce both transcriptional and epigenetic changes in tumor cells by modulating the activity of α-KG-dependent dioxygenases [51]. More recently, it has emerged that succinate can also influence the activation of macrophages in a complex and nuanced manner. Extracellular succinate implements an anti-inflammatory transcriptional response in M2 macrophages following a selective interaction with the G coupled receptor SUCNR1 [26], and SUCNR1 engagement by cancer cell-derived succinate initiates a PI3K/HIF-1α signaling pathway, skewing macrophages to a M2-like, pro-tumoral polarization [25]. A rise in intracellular succinate has been reported to occur after macrophage exposure to the bacterial toxin lipopolysaccharide (LPS), a potent inducer of M1 polarization, leading to HIF-1α-mediated production of IL-1β [52]; conversely, succinate accumulation obtained by pharmacological inhibition of SDH skews LPS-induced macrophages toward an anti-inflammatory phenotype [23].

These contrasting results draw an intricate picture, in which it is possible that context-dependent elements, such as the type, duration and intensity of the stimuli that increase intra- or extracellular succinate concentration, determine its biological effects. In our model, the rise in succinate is related to TRAP1, which is known to down-regulate SDH activity without fully inhibiting it. This could allow a dynamic tuning of succinate levels, depending on the concomitant level of TRAP1 induction by the factors released by MPNST cells.

Following exposure to the MPNST-CM, only TRAP1-expressing macrophages increase HIF-1α protein levels, but HIF-1α transcription is induced independently of TRAP1. This is in accord with the reported inhibition by TRAP1 of HIF-1α protein degradation via succinate block of the prolyl-hydroxylase that primes HIF-1α for proteasomal degradation [7]. Thus, it can be envisioned that TRAP1 enables macrophages to install a pro-neoplastic transcriptional program orchestrated by HIF-1α independently of the hypoxic conditions found in the cancer regions furthest from blood vessels. The establishment of this pseudo-hypoxic state by TRAP1 could act as a potent factor to amplify the pro-neoplastic functions of macrophages in the cancer microenvironment.

Our study unveils that this HIF-1α-dependent transcriptional program drives the acquisition of a pro-angiogenic signature, leading to the release of a panel of chemokines, growth factors and metalloproteinases that are reduced or almost absent in TRAP1-deficient cells. Some of these factors are well-known inducers of cell motility, which could explain the pro-migratory effect that MPNST-CM exposed, TRAP1-expressing macrophages exert on MPNST cells, even if it cannot be excluded that other mediators are involved in mastering this process. Indeed, NF1-deficient cells can directly promote tumor angiogenesis, as previously reported [53]. Moreover, MPNST specimens exhibit high expression of angiogenic markers, including VEGF and VEGFR family members, which may contribute to tumor growth via an autocrine loop [54, 55]. In line with this, our proteome profiling confirmed that MPNST-CM contains multiple pro-angiogenic factors. However, in our endothelial cell assay, MPNST-CM alone only marginally induced tube-like structure formation. This apparent discrepancy may arise from the short duration of the assay (4 h), chosen to capture the peak of macrophage-induced angiogenesis, after which tube structures typically retract. Such a limited time frame may be insufficient for MPNST-CM to exert its full pro-angiogenic potential, especially given that the concentration of angiogenic stimuli appears lower compared to MCM.

MPNSTs are characterized by a highly heterotypic microenvironment, where multiple subpopulations of different cell types coexist to form a complex ecosystem. Considering the intricacies of these interactions is a conceptual mainstay required for conceiving strategies aimed at blunting MPNST growth. Our data move in this direction, indicating that a TRAP1-succinate-HIF-1α signaling axis is activated in macrophages by MPNST cells and could contribute to the expansion of such an aggressive malignancy. These observations could disclose the identification of key molecular features and druggable pathways targeting microenvironmental components, allowing the advancement of therapeutic discovery studies.

## Conclusions

Our study revealed the existence of a molecular crosstalk between cancer and immune cells whereby macrophages exposed to factors released by MPNST cells undergo a M2-like polarization featured by pro-tumoral functions. Additionally, we unveiled that both MPNST-released signals and TRAP1 expression by macrophages are essential for their phenotype skewing toward pro-neoplastic features which are mastered by a TRAP1-succinate-HIF-1α signaling axis. These findings shed light on an intercellular interaction that could occur within the MPNST microenvironment and whose elucidation could put forward novel therapeutic opportunities aimed at hampering MPNST growth.

### Limitations of the study

Our conclusions rely mainly on in vitro co-culture studies, which indicate that MPNST cells can instruct macrophages toward an M2-like phenotype with tumor-supporting functions. However, in the complex in vivo MPNST microenvironment, macrophage activation is likely shaped by additional crosstalk mechanisms, integrating signals from diverse cellular sources. Moreover, other cell types in addition to macrophages probably contribute to the array of biological routines, including migration and angiogenesis, that shape MPNST growth.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The bulk RNA-seq data generated during the current study are available in the Gene Expression Omnibus (GEO) database under accession numbers GSE293735. The corresponding author will provide all the data used in this study upon reasonable request.

# Supplementary material for: TRAP1 expression elicits pro-tumoral functions in macrophages associated to malignant peripheral nerve sheath tumor cells
**Source:** J Exp Clin Cancer Res. 2025 Aug 28;44:257. doi: 10.1186/s13046-025-03525-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary material**

**TRAP1 expression elicits pro-tumoral functions in macrophages associated to malignant peripheral nerve sheath tumor cells**

Francesca Scantamburlo^1,2^, Alessia Rubini^1^, Margherita Toffanin^2^, Maria Egle Castorina^1,2^, Francesco Ciscato^2^, Sofia Tomasoni^3^, Paolo Finotti^3^, Ranieri Verin^3,4^, Valentina Zappulli^3^, Marco Fantuz^5,6^, Camilla Bean^7^, Andrea Rasola^1*^, Ionica Masgras^2*^

^4^Department of Veterinary Sciences, University of Pisa, viale delle Piagge 2, 56124, Pisa, Italy

**Supplementary Figure 1. Protocol of BMDM isolation and of Mφ/M2 polarization.**

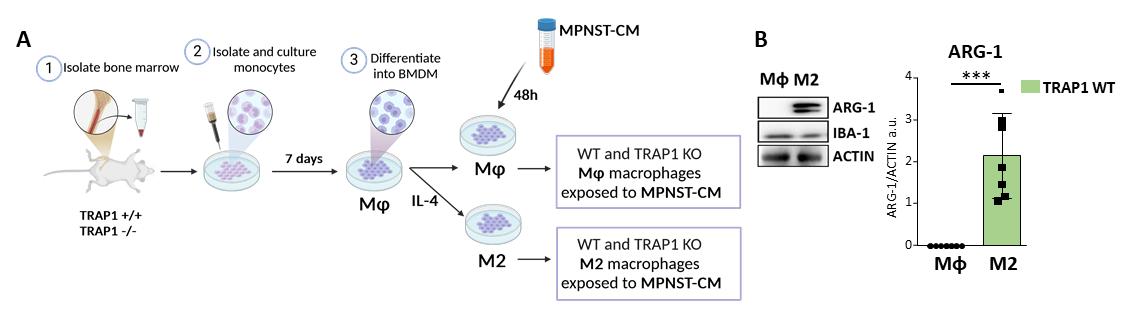

(A) Workflow for BMDM isolation and Mφ/M2polarization. (B) Western blot analysis of the expression of the pan macrophage marker IBA-1 and of the specific M2 marker ARG-1. Actin was used as a loading control. Data are expressed as mean±SD of at least three independent experiments. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with two-tailed Student’s *t* test.

**Supplementary Figure 2.** **CM of NPCIS and cisMPNST cells induce M2-like markers in TRAP1-expressing macrophages.**

**
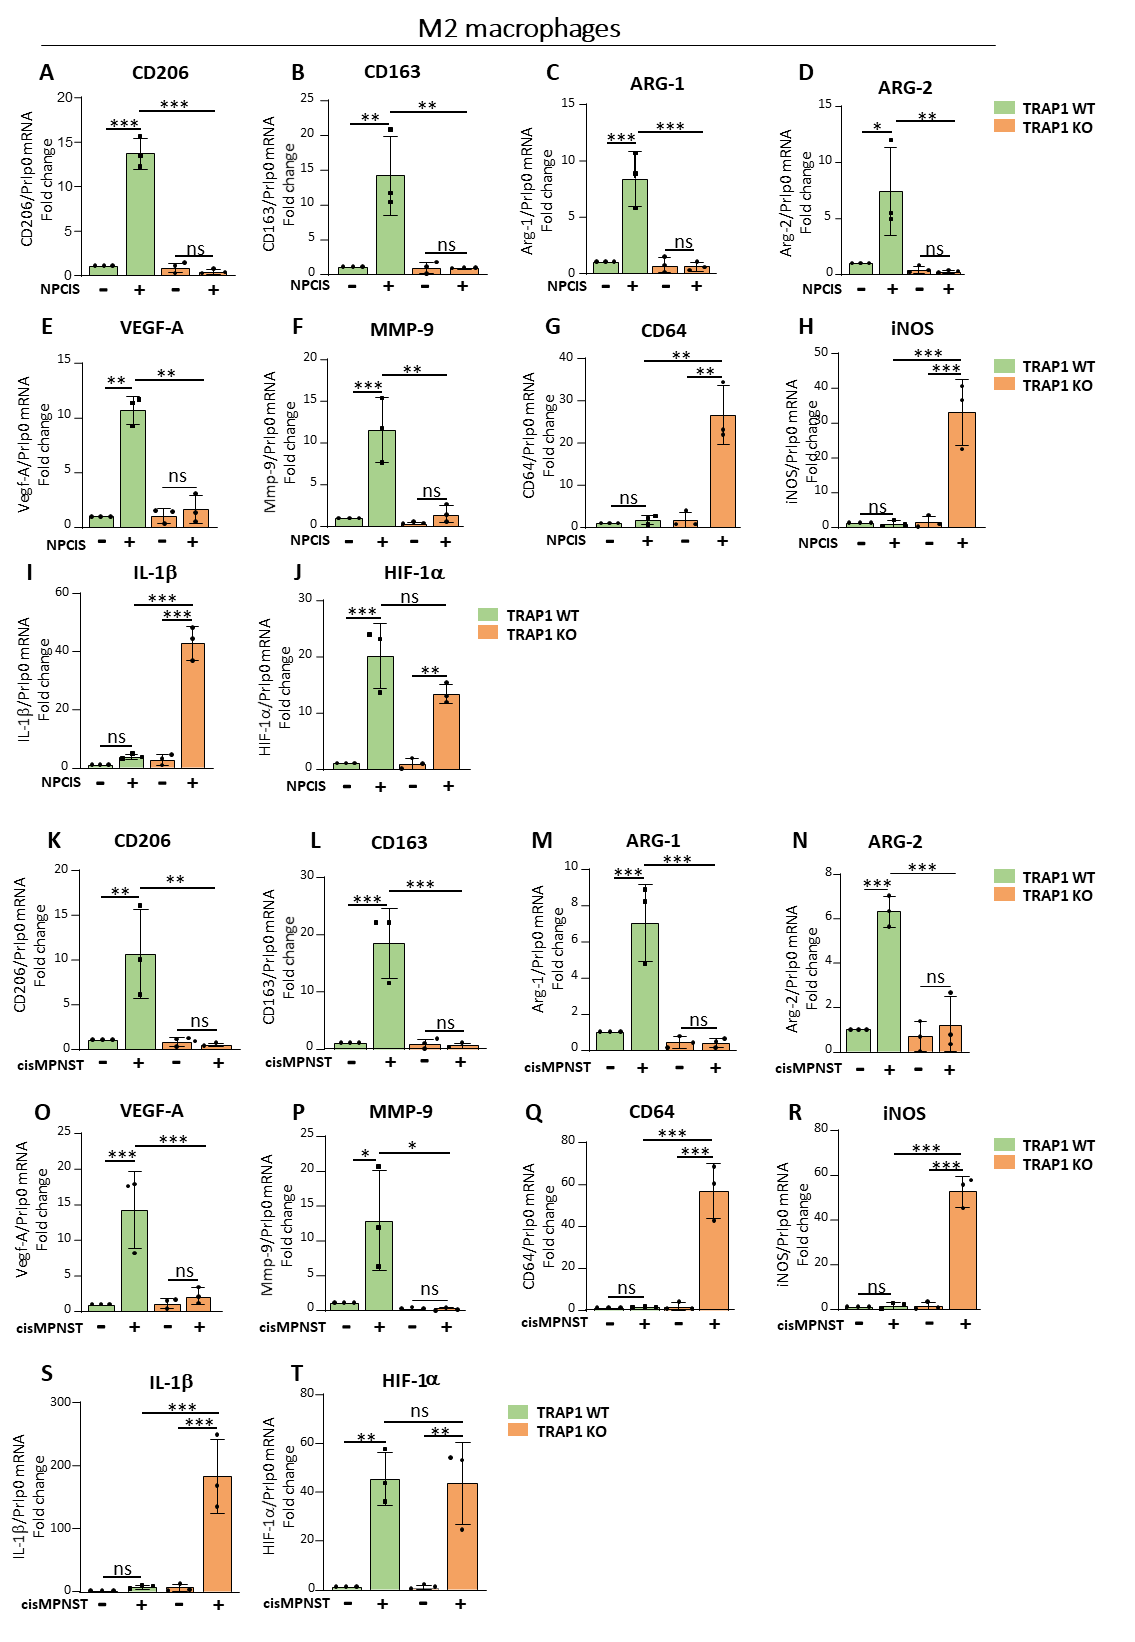
**

RT-qPCR analysis of **(A, K)** *CD206*, **(B, L)** *CD163,* **(C, M)** *Arg-1*, **(D, N)** *Arg-2*, **(E, Q)** *Vegf-A,* **(F, P)** *Mmp-9***(G, Q)** *CD64*,**(H, R)** *iNos*, **(I, S)** *Il-1* and **(J, T)** *HIF-1* mRNA levels in M2 macrophages exposed to CM from NPCIS (**A-J**) or cisMPNST (**K-T**) cells.

mRNA expression levels were normalized *vs*. *Prlp0* and FC (fold change) was expressed as mean±SD of at least three independent experiments. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with one-way ANOVA test.

**Supplementary Figure 3.** **TRAP1-expressing macrophages exposed to CM from NPCIS and cisMPNST cells display pro-tumoral features.**

**
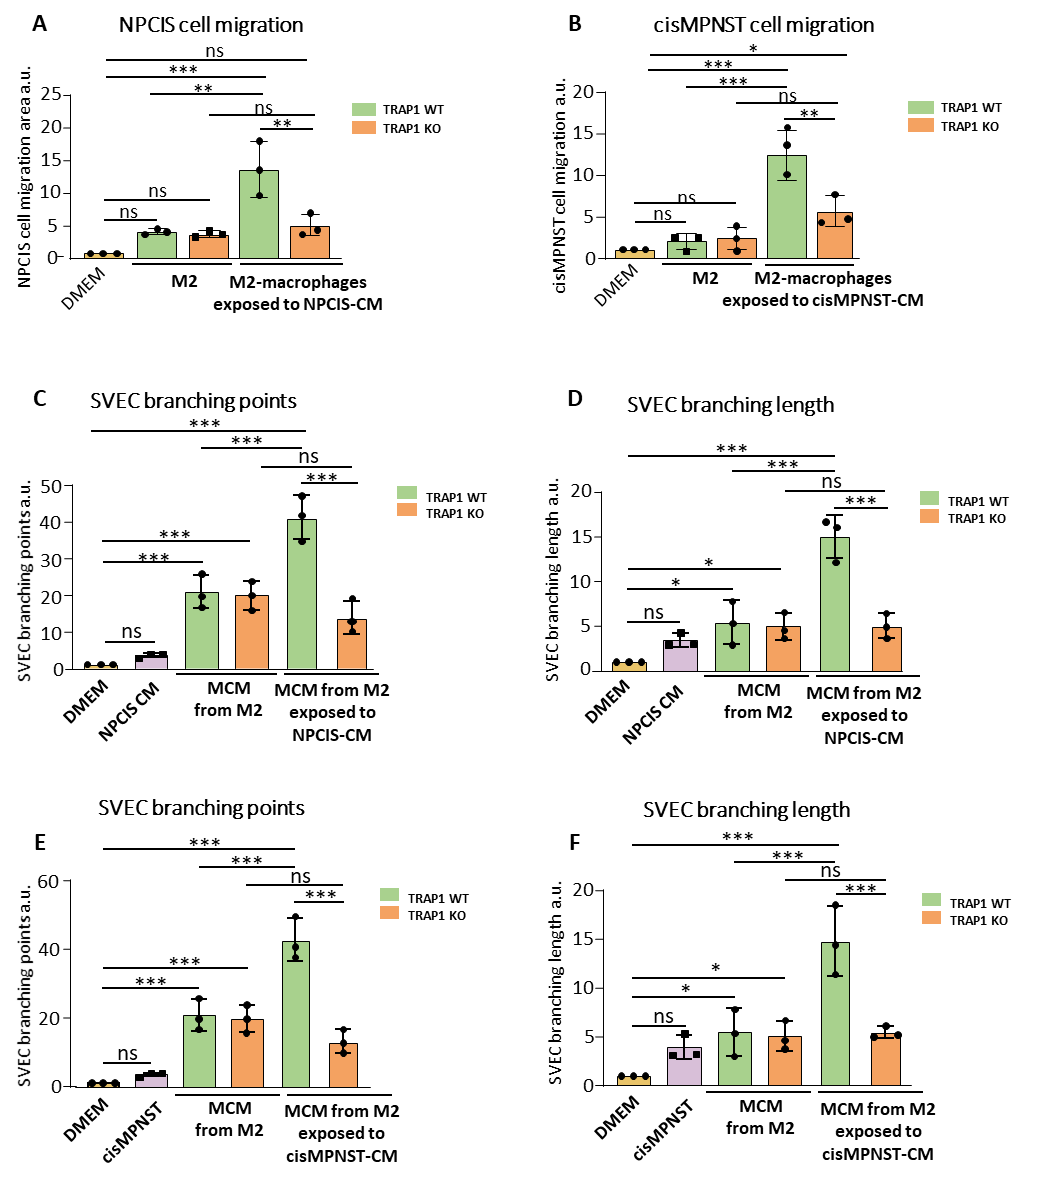
**

Quantification of migration after co-culturing NPCIS (**A**) and cisMPNST (**B**) cells and M2 macrophages; experimental conditions are as in Figure 3E-G.

Quantification of branching points (**C, E**) and branching length (**D, F**) of SVEC cells exposed to DMEM (negative control), to the cancer cell CM and to the MCM obtained from M2 cells, or M2 cells previously exposed to NPCIS-CM (**C-D**) or cisMPNST-CM (**E-F**). Experimental conditions are as in Figure 4.

Data are reported as the FC mean±SD of at least three independent experiments and normalized *vs*. the control. *p< 0.05, **p< 0.01; ***p< 0.001, ****p< 0.0001 with a one-way ANOVA test.

**Supplementary Figure 4.** **TRAP1 expression in MPNST-conditioned macrophages sustains *in vivo* angiogenesis.**
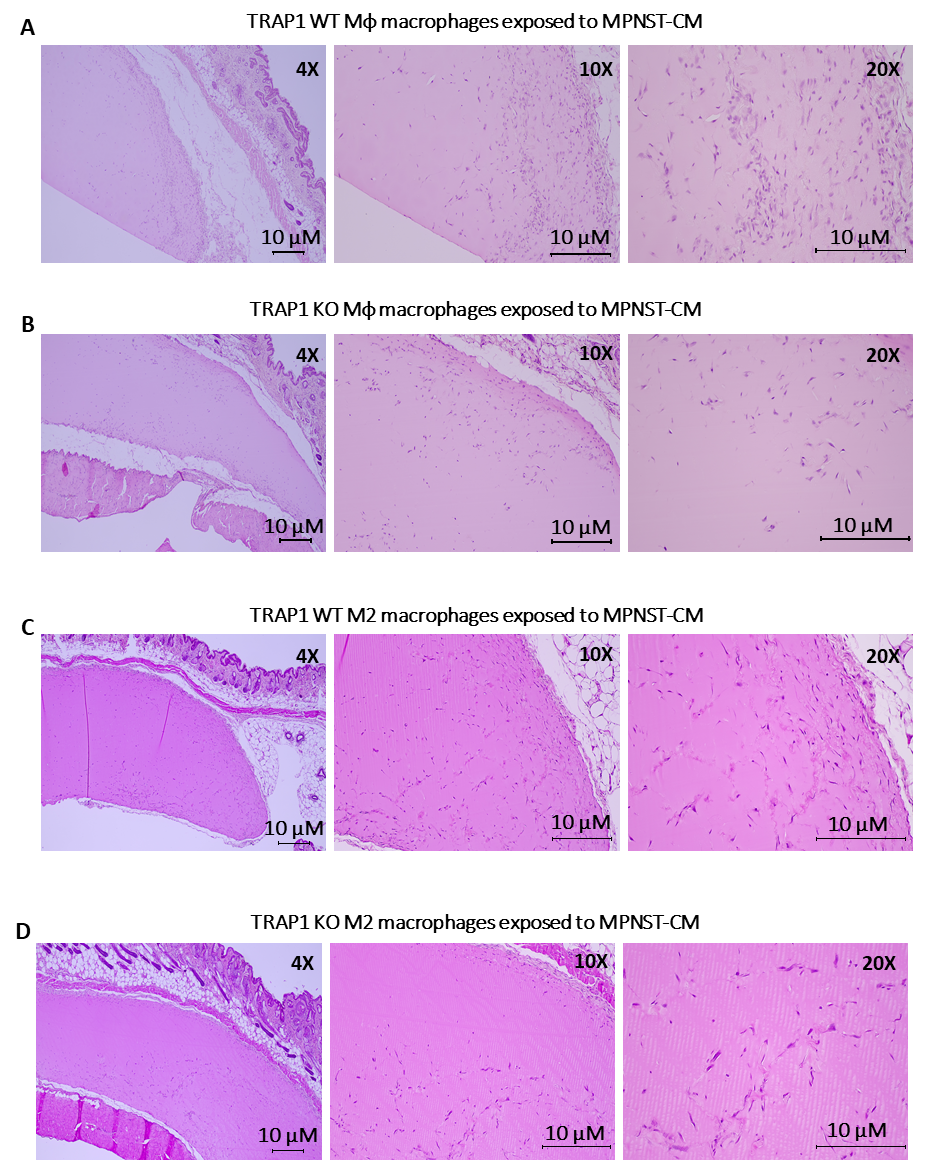

Hematoxylin and eosin staining (H&E) images of Matrigel plugs injected with either MPNST-conditioned Mφ-macrophages WT **(A)** and TRAP1 KO **(B)** or MPNST-conditioned M2 macrophages WT **(C)** or TRAP1 KO **(D)** *in vivo*.

**Supplementary Figure 5. TRAP1 expression increases macrophage number in an *in vivo* angiogenesis experiment.**

**
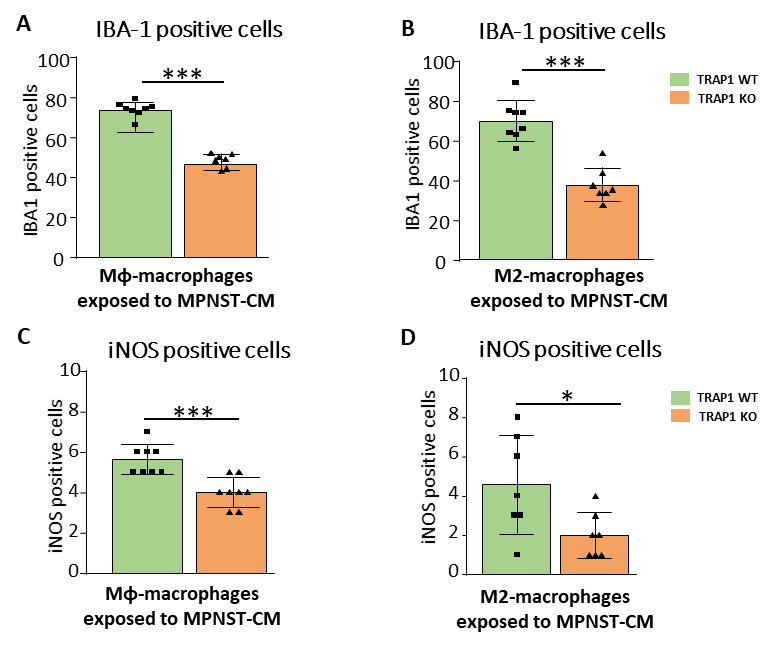
**

(**A-B**) Quantification of cells positive for IBA-1 (**A, B**) and iNOS (**C, D**) in Mφ (**A, C**) and M2 (**B, D**) macrophages exposed to MPNST-CM by IHC inspections of Matrigel plugs. Cells were counted in 10 fields of Matrigel plugs at a 40X magnification. Absolute cell numbers are reported as mean±SD of at least five experiments. *p< 0.05, **p< 0.01; ***p< 0.001, ****p< 0.0001 with a one-way ANOVA test.

**Supplementary Figure 6. TRAP1 expression does not change intracellular ROS levels in macrophages.**
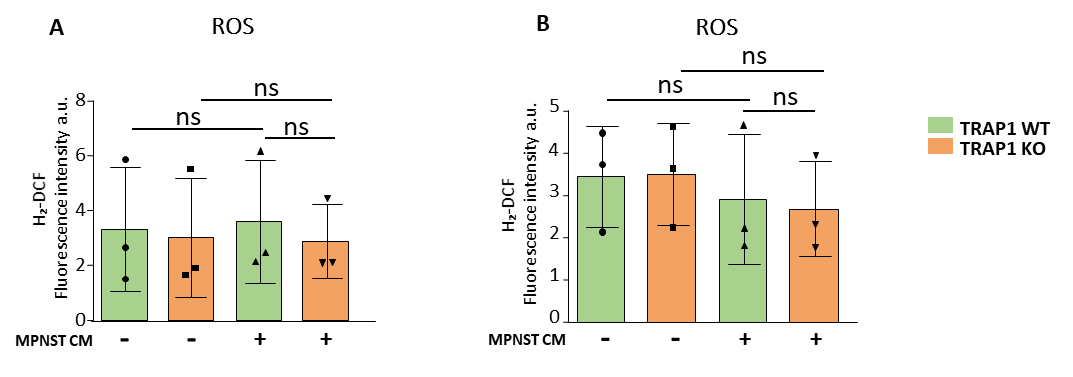

(**A, B**) Quantification of ROS levels with the probe dichlorodihydrofluorescein (H₂-DCF) in TRAP1 WT and KO Mφ (**A**) and M2(**B**) macrophages exposed or not to MPNST-CM. Data are reported as the mean±SD of three independent experiments.

**Supplementary Figure 7. TRAP1-deficient macrophages accumulate α-KG following exposure to MPNST-CM and exogenous α-KG represses the expression of HIF-1α-dependent M2-like markers.**

**
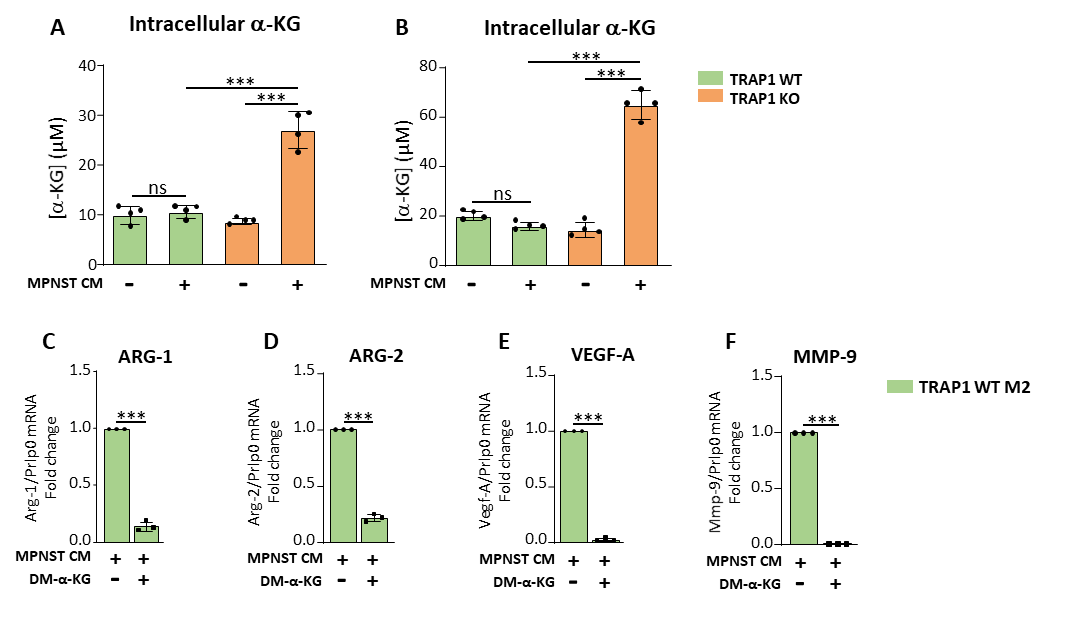
**

(**A, B**) Quantification of intracellular α-KG levels in Mφ (**A**) or M2 (**B**) macrophages. Data are reported as mean±SD of four independent experiments.

(**C-F**) RT-qPCR analysis of (**C**) *Arg-1*, (**D**) *Arg-2*, (**E**) *Vegf-A* and (**F**) *Mmp-9* mRNA levels in TRAP1 WT M2 macrophages cultured in MPNST-CM with or without 1 mM DM-α-KG. FC are reported as mean±SD of at least three independent experiments. *p < 0.05, **p < 0.01; ***p < 0.001, ****p < 0.0001 with one-way ANOVA test.

How the deposited data were processed for this re-analysis (not part of the article)

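Macrophages derived from bone marrow of WT and TRAP1 KO mice, either Mφ or M2, were compared after exposure to MPNST-CM or to control medium, in 27 libraries of 3′ RNA-seq. The authors trimmed the reads, mapped them with HISAT2, filtered them on mapping quality and counted them on genes with featureCounts, and they deposited these raw counts, without normalization, as a table of 50559 genes. The table has 32 columns, of which 5 matched no described library and were not used here. The filter on angiogenesis genes that encode soluble molecules was not repeated, and the genes drawn in Fig. 6C (16) and Fig. 6D (12) were taken as the lists.

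The libraries were grouped by their labels into 8 groups by cell type, medium and genotype, and no label was changed. The totals per library ranged from 7037684 to 11152362 counts, and a transcript under 3 counts in a library was taken as not detectable. Counting error is the only error that such a floor covers. The labels assign 24 libraries to batch 1 and 3 to batch 2. Batch 2 holds 1 library each of WT Mφ in control medium, TRAP1 KO M2 in control medium and TRAP1 KO M2 in MPNST-CM, so in those groups the batch can be compared with batch 1 and elsewhere it cannot.

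Differential expression was tested on the deposited counts with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM normalization, its filter on low counts by group, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment at 0.05. All 8 groups entered a single fit, so that they share an estimate of the spread, and 13723 genes were tested (13614 in batch 1 alone). The paper's methods take normalized counts from a DESeq object and give a corrected p-value threshold of 0.05, and they do not name covariates. The design set before the data were examined used edgeR, and DESeq2 1.42.0 was run as an alternative. On simulated counts with 200 genes changed by a fold of 4, edgeR recovered 193 genes (96.5%) with 8 unchanged genes called among the 13379 genes it tested, and DESeq2 recovered 194 (97%) with 27 called among 13723. Each simulated gene had a single mean across the groups, apart from the fold of 4 in WT Mφ in MPNST-CM. No library was out of place there and smaller changes were not tried, so these shares do not measure power for either case.

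The mean log2 CPM of a gene list used a prior count of 2 and was compared between groups with two-sided exact permutation tests. The interaction of genotype and medium tested whether the response to MPNST-CM differed between WT and TRAP1 KO. The genes named were fixed beforehand as Trap1, the genes of Fig. 6, the RT-qPCR markers of Fig. 1, Xist, Y-linked and IL-4 genes, and in each of 4 comparisons the 5 genes with the largest change among those that passed, had at least 10 CPM in the higher group and did not overlap between the groups. Other genes named in the closing section were chosen after their values were seen.

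The alternatives were median-of-ratios size factors, DESeq2, no filter on low counts, batch as a covariate, batch 1 alone, the replicate number as a block, the compared groups alone, an absolute log2 fold change of at least 1, a prior count of 0.5, gene-wise z-scores, leaving out each library in turn, and counting the library labelled M2 CM KO replicate 4 as Mφ, since Fig. 6C and 6D draw 4 and 3 columns for TRAP1 KO in MPNST-CM. The pairing by replicate number comes from the labels, and the paper's text does not say whether equal numbers share animals or days. Replicates of a group differed by more than sampling noise in all 33 pairs, with a chi-square per degree of freedom between 2.11 and 178, over genes with at least 20 counts in the pair. In each Mφ group and WT M2 in MPNST-CM it was 2.11 to 3.42 between replicates 2 and 3. Pairs with replicate 1 stood at 16.0 to 37.4 there. In TRAP1 KO M2, replicates 1 and 3 were the closest (4.26 in control medium and 2.76 in MPNST-CM). Whether close replicates share a preparation is not known, and the tests count each library as independent.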

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

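The comparison of each library with the group means, the test of batches, and the tests on sex-linked genes were chosen after the values were seen, as were the genes whose spread within groups was examined. The mixture and depth tests and the splits of the libraries were set before their results were seen.

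In groups of 4 libraries, the highest or lowest library was compared with its nearest neighbour relative to the range of the group (Dixon's test at 95%). Of 29 groups of values examined, 14 had such a library, where chance gives about 1.45 in groups chosen without regard to their values. These genes were chosen after their values were seen and the same libraries recur among them, so the comparison with 1.45 is not a test. The library labelled M2 CM KO replicate 4 was far from the other 3 of its group in Retnla (4554 CPM against 213.1 to 231.9), Chil3 (508 against 109 to 123), Arg1 (49.4 against 218 to 235), Mrc1 (710 against 3278 to 3702), Vegfa (31.0 against 215) and Xist (313 against 0.262 to 1.14). The library labelled M2 control KO replicate 4 was far from its group in Retnla (23.8 CPM against 1763 to 2054), Vegfa (623.5 against 57.1 to 63.3), Xist (401 against 0 to 0.530) and Trap1 (0.190 against 0). WT Mφ in control medium replicate 4 was apart in Chil3 (5.69 CPM against 0.776 to 1.47) and in Mrc1 (594 against 717 to 742). In batch 1, the library M2 CM KO replicate 3 had a mean log2 CPM of the Fig. 6D genes of 4.21 (the others 3.96 to 4.00), and M2 control KO replicate 2 had 3.25 (the others 3.61 to 3.64). No explanation was tested for the last pair or for the values of WT Mφ replicate 4.

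Several explanations were weighed for the libraries labelled M2 CM KO replicate 4 and M2 control KO replicate 4. A mislabelled sample remains a candidate explanation, as the correlation with the closest group exceeded that with the labelled group by 0.0338 and 0.0549. The closest groups were WT M2 in control medium and TRAP1 KO Mφ in MPNST-CM. The next closest group of each was the group that the other is labelled with (rho 0.982 for TRAP1 KO M2 in control medium and 0.964 for TRAP1 KO M2 in MPNST-CM). The library labelled M2 CM KO replicate 4 had no counts on Trap1, and WT libraries had 83 or more. Fig. 6, which names no samples, draws 4 columns for TRAP1 KO Mφ in MPNST-CM. It draws 3 for TRAP1 KO M2 in MPNST-CM and 4 for TRAP1 KO M2 in control medium. By the labels these groups have 3, 4 and 4 libraries. Counting M2 control KO replicate 4 in the first group and M2 CM KO replicate 4 in the third would match the figure. That regrouping was not run. A mixture of the labelled group with the closest group was not borne out. It gave the labelled group a weight of 1.59% and 1.39%, over 383 and 560 genes that differ between the groups mixed. Mixtures with other groups were not tested. Depth was not borne out either, as the differences in correlation were 0.0337 and 0.0547 with the libraries drawn down to 7872887 counts. A difference between sequencing batches that moves every library was not seen in WT Mφ replicate 4, which was closer to its own group than to any other by 0.00821. An error in the labels may therefore account for their position, and no biological explanation was tested. Both were left in their labelled groups, and the numbers of genes that involve TRAP1 KO M2 are given with those of batch 1 alone.

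Xist, a gene outside those the paper discusses, was at 267 to 525 CPM in the 13 WT libraries, at 1.14 CPM or less in the 12 TRAP1 KO libraries of batch 1, and at 313 and 401 CPM in the 2 of batch 2. Male animals are not borne out as the source, because Ddx3y, Kdm5d, Uty and Eif2s3y had at most 2 counts in the batch 1 TRAP1 KO libraries. Loss of TRAP1 itself is not borne out, since Xist was read at 313 CPM or more in the batch 2 TRAP1 KO libraries. Of 5 genes that escape X inactivation, 4 (all but Ddx3x) were lower in TRAP1 KO in all 4 comparisons of batch 1, against 14.7% of 12936 autosomal genes (two-sided Fisher's exact test, p = 0.00208). Eif2s3x was at 25.6 to 41.6 CPM in WT, 12.8 to 24.4 in batch 1 TRAP1 KO and 29.9 to 39.5 in batch 2 TRAP1 KO. For this gene, 2 of the 2 batch 2 libraries lay within the range of WT. Pbdc1, another of the 4, was at 44.1 CPM in the library labelled M2 control KO replicate 4, under the lowest WT library (52.6 CPM). It was at 67.8 CPM in the library labelled M2 CM KO replicate 4. Kdm6a lay within the range of WT in both libraries, and Kdm5c lay above it. A single X chromosome in the animals or cells of the batch 1 TRAP1 KO libraries is consistent with this p of 0.00208, as a hypothesis. In batch 1 every TRAP1 KO library lacked Xist and every WT library had it, so the loss of TRAP1 and the X-linked status cannot be told apart there, and part of the differences between genotypes may follow the latter.

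The response to MPNST-CM differed between WT and TRAP1 KO for 653 genes in Mφ and 180 in M2, by a test of the interaction. In 64 splits that exchanged media within genotypes, fitted on the groups compared, 4 gave as many genes as the real one in Mφ and 11 in M2. In Mφ, the 3 others exchanged the medium in all 6 TRAP1 KO libraries (4375 genes, or 2288 with 2 of the 7 WT libraries also exchanged) or in 6 of the 7 WT libraries (3704 genes), which turns a shared response into a difference. In M2 the real split gave 37 genes with the groups compared alone (2751 in batch 1 alone), in groups that hold the libraries labelled replicate 4. The 10 others exchanged from 2 to 8 of the 8 TRAP1 KO libraries, and the same change of a shared response into a difference applies to the 2 that exchanged 6 or 8 of them and no WT library. The splits therefore leave the interaction in M2 open. The effect of depth or of a few abundant genes on these counts was not tested.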

How the results depend on the processing

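Directions and sides of the threshold were compared for each result under the alternatives. Among 2448 comparisons of 175 values of single genes, 2050 kept both, 225 fell short of the threshold, 135 came to pass it and 38 changed direction. With median-of-ratios size factors, the numbers of genes changed, the list counts, the list means, the shares and the 175 values of single genes stayed within the margin, on the same side and in the same direction. The margin is 1.5 times for counts and the 95% confidence interval for shares. Where a value moved, the cause was not tested. No library of batch 2 is in the WT M2 groups, the TRAP1 KO Mφ groups or WT Mφ in MPNST-CM. Comparisons among those groups used the same libraries in batch 1 alone, with another filter, normalization and shared estimate of spread.

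The numbers of genes changed moved with the libraries used and with a required fold change. Across the 27 libraries they were 958 (WT Mφ), 1014 (WT M2), 2647 (TRAP1 KO Mφ) and 826 (TRAP1 KO M2) for MPNST-CM against control medium, 3097 (Mφ) and 1681 (M2) for TRAP1 KO against WT in MPNST-CM, 854 and 1137 for the same in control medium, and 653 and 180 for the interaction. In batch 1 alone they were, in this order, 2889, 3330, 4476, 5016, 5207, 4627, 2261, 2238, 2683 and 2751. Between 91.0% and 100% of the genes called across the 27 libraries were also called there, in the same direction. With the groups compared alone, they were 1712, 3179, 4078, 0 (1445 at an unadjusted p under 0.05), 3950, 758, 1951, 112, 2278 and 37. A required absolute log2 fold change of at least 1 gave 212, 395, 1342, 247, 1288, 683, 330, 400, 419 and 112. Without a filter on low counts, 497 genes changed in WT Mφ, 668 in WT M2, 459 in TRAP1 KO M2, 565 and 668 between genotypes in control medium (Mφ and M2) and 356 in the interaction in Mφ. DESeq2 gave 1272 genes in TRAP1 KO M2 and 384 in the interaction in M2, and M2 CM KO replicate 4 counted as Mφ gave 1675 in TRAP1 KO M2. Leaving out 1 library at a time gave 477 to 868, 499 to 650, 1760 to 2112, 200 to 3447, 2101 to 2514, 969 to 2868, 433 to 732, 419 to 1505, 309 to 677 and 71 to 966 genes, in the same order.

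With the replicate number as a block, the interaction in M2 moved to 288 genes, and the other 9 numbers of genes changed stayed within the margin. Libraries of the same number deviated from their group means together with a mean correlation of 0.105 over 77 pairs, against -0.0442 over 175 pairs of different numbers. The 77 pairs are of replicates 1 to 3, with means of 0.208, 0.0866 and 0.0450. Number 4 joins M2 control WT replicate 4, of batch 1, with the libraries of batch 2, so the block mixes batches there. A block in batch 1 alone was not run.

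For the genes of Fig. 6C in Mφ, 8 were higher in MPNST-CM in WT (5 without a filter on low counts, 16 in batch 1 alone, 14 with the groups compared alone, 4 to 7 leaving out 1 library), 10 were lower in TRAP1 KO (6 without a filter, 16 in batch 1 alone, 6 to 7 leaving out 1 library), 4 had a lower log2 fold change in TRAP1 KO by the interaction (11 in batch 1 alone and with the groups compared alone, 1 with M2 CM KO replicate 4 counted as Mφ, 2 to 4 leaving out 1 library), and 2 were higher in MPNST-CM in TRAP1 KO (4 in batch 1 alone and with the groups compared alone, 1 with M2 CM KO replicate 4 counted as Mφ). For the genes of Fig. 6D in M2, 8 were higher in MPNST-CM in WT (5 to 8 leaving out 1 library), 7 were lower in TRAP1 KO (12 in batch 1 alone), 1 had a lower log2 fold change by the interaction (5 in batch 1 alone, 2 with M2 CM KO replicate 4 counted as Mφ, 0 with the groups compared alone against 3 at an unadjusted p under 0.05, and 0 to 4 leaving out 1 library, the zeros having 4 and 5 at an unadjusted p under 0.05), and 4 were higher in MPNST-CM in TRAP1 KO (2 without a filter, 0 with the groups compared alone against 4 at an unadjusted p under 0.05, 1 to 6 leaving out 1 library).

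For the M2-like markers of Fig. 1, 1 was higher in MPNST-CM in WT Mφ (2 with DESeq2, 0 without a filter on low counts against 2 at an unadjusted p under 0.05, 3 in batch 1 alone and with the groups compared alone, 2 with M2 CM KO replicate 4 counted as Mφ, and 0 to 1 leaving out 1 library, each 0 against 2 at an unadjusted p under 0.05), and 2 were lower in TRAP1 KO M2 (1 with M2 CM KO replicate 4 counted as Mφ, 0 with the groups compared alone against 2 at an unadjusted p under 0.05, 1 to 2 leaving out 1 library). For the M1-like markers, 0 were higher in TRAP1 KO Mφ (0 at an unadjusted p under 0.05; 2 in batch 1 alone and with the groups compared alone) and 0 in TRAP1 KO M2 (1 at an unadjusted p under 0.05; 2 in batch 1 alone, 1 with M2 CM KO replicate 4 counted as Mφ, 0 to 1 leaving out 1 library, with 1 to 2 at an unadjusted p under 0.05 beside each 0). For the genes of the Fig. 6A proteins, 1 was lower in TRAP1 KO Mφ (2 with batch as a covariate and with the replicate block, 4 in batch 1 alone, 3 with M2 CM KO replicate 4 counted as Mφ and with the groups compared alone). For the genes of the Fig. 6B proteins, 3 were lower in TRAP1 KO M2 (6 in batch 1 alone, 2 to 6 leaving out 1 library).

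The share of genes changed by MPNST-CM in WT that changed the same way in TRAP1 KO was 37.2% in Mφ (48.7% in batch 1 alone, 53.9% with the groups compared alone, 29.3% to 46.8% leaving out 1 library). In M2 it was 18.5% (23.6% with DESeq2, 56.0% in batch 1 alone, 31.1% with M2 CM KO replicate 4 counted as Mφ, 0% with the groups compared alone, where 0 genes passed in TRAP1 KO M2 against 1445 at an unadjusted p under 0.05, and 8.16% to 42.7% leaving out 1 library).

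The differences in mean log2 CPM of the lists kept their direction in the alternatives run. In batch 1 alone, with 3 libraries per group, exact permutation tests cannot go under p = 0.1. There the means differed by 0.81 (Fig. 6C, MPNST-CM against control medium in WT), -0.087 (Fig. 6C, TRAP1 KO against WT in control medium), -1.43 (Fig. 6D, TRAP1 KO against WT in MPNST-CM; -1.43 also with M2 CM KO replicate 4 counted as Mφ), 0.56 (Fig. 6D, MPNST-CM against control medium in TRAP1 KO) and -0.45 (Fig. 6D, TRAP1 KO against WT in control medium). For TRAP1 KO against WT in control medium, the Fig. 6C genes gave -0.17 with a prior count of 0.5 and -0.11 with gene-wise z-scores, and the Fig. 6D genes -0.32 with z-scores, none of them under p = 0.05 in exact permutation tests. Leaving out 1 library gave 0.76 to 0.83 (Fig. 6C, WT), -0.14 to -0.075 (Fig. 6C, control medium), -1.51 to -1.43 (Fig. 6D, MPNST-CM) and -0.45 to -0.32 (Fig. 6D, control medium).

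Values of single genes that changed direction follow. The alternative that counts M2 CM KO replicate 4 as Mφ has a limit, since this library had a lower correlation with TRAP1 KO Mφ in MPNST-CM (rho 0.933) than with each of the other 7 groups. It therefore cannot stand for a reassignment of the libraries labelled replicate 4 to their closest groups, which was not run. For TRAP1 KO against WT in Mφ in MPNST-CM, with M2 CM KO replicate 4 counted as Mφ, the log2 fold changes were 0.98 (F7), 0.67 (Timp1), 0.75 (Adamts1), 1.11 (Angpt1), 0.027 (Ang) and 2.02 (Ptx3), and Hgf was at -0.011 with the groups compared alone. Between genotypes in M2 in MPNST-CM, Mrc1 was at 0.31 in batch 1 alone and 0.25 with M2 CM KO replicate 4 counted as Mφ, and Timp1 at 0.14 (batch as a covariate), 0.091 (batch 1 alone), 0.095 (replicate block), 0.036 (M2 CM KO replicate 4 counted as Mφ) and 0.019 (groups compared alone). For MPNST-CM against control medium in WT Mφ, the changes were -0.16 and -0.14 for Adamts1, and 0.056 and 0.032 for Ang (batch as a covariate and replicate block). In WT M2, Tnf was at 0.0036 without a filter and 0.018 with the replicate block, and Adamts1 at -0.067 with the replicate block. Mrc1 in WT M2 against WT Mφ in control medium was at -0.044 with batch as a covariate. Of these, Mrc1 in batch 1 alone was past the threshold.

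Leaving out 1 library, the following ranges included 0. For MPNST-CM against control medium in WT Mφ they were -0.30 to 0.084 (Cd163), -0.62 to 1.24 (Nos2), -0.76 to 1.52 (Angpt1) and -0.77 to 0.17 (Ptx3). In WT M2 they were -0.098 to 0.070 (Tnf) and -0.22 to 0.38 (Angpt1). Between genotypes in MPNST-CM they were -0.78 to 0.68 (Nos2) and -0.11 to 0.12 (Hgf) in Mφ, and -0.24 to 0.25 (Mrc1), -0.033 to 0.37 (Cd163) and -0.091 to 0.049 (Timp1) in M2.

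The filter on low counts removed Arg2 and 7 genes of Fig. 6A, which were not tested. Among these, Cx3cl1 and Lep had no counts in the 27 libraries, while Serpinf1 had 6 to 13 counts in WT Mφ in control medium.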

Differences from the paper's values

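In Fig. 6C the paper draws about 16 genes, read by eye, as higher in WT Mφ in MPNST-CM than in control medium, and 8 passed the threshold here. Of the alternatives set before the data were examined, batch 1 alone (16 genes) and the groups compared alone (14 genes) came within 1.5 times the paper's number, and median-of-ratios size factors, DESeq2, no filter on low counts, batch as a covariate, the replicate block and M2 CM KO replicate 4 counted as Mφ did not. Also in Fig. 6C, about 16 genes, read by eye, are drawn as lower in TRAP1 KO than in WT Mφ in MPNST-CM, and 10 passed here. DESeq2 (11), batch as a covariate (11), batch 1 alone (16) and the groups compared alone (14) came within that margin, and the other 4 did not. In Fig. 6D, about 12 genes, read by eye, are drawn as lower in TRAP1 KO than in WT M2 in MPNST-CM, and 7 passed here. Batch as a covariate (8), batch 1 alone (12) and the replicate block (8) came within it, and the other 5 did not. The figure shows the direction of each gene, and all 16 and all 12 had that direction here.

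The paper names CCL-3 and PDGF-A in Mφ and ITGB-3 in M2 among the factors that rise in MPNST-CM. Ccl3, Pdgfa and Itgb3 were higher by log2 fold changes of 0.70, 0.56 and 0.84 without passing the threshold across the 27 libraries (adjusted p = 0.221, 0.189 and 0.181 in edgeR's quasi-likelihood test), and all 3 passed in batch 1 alone and with the groups compared alone, Ccl3 also with batch as a covariate. For Itgb3 these settings compare the same libraries, as no WT M2 library is of batch 2. The paper describes the signature as lost in TRAP1 KO cells. Relative to control medium, Mif and Mmp8 rose and 2 genes fell past the threshold in TRAP1 KO Mφ. The mean log2 CPM of the 16 genes differed there by 0.0585 (exact permutation test, p = 0.3). In TRAP1 KO M2, Ccl2, Ccl7, Pecam1 and Sdc4 rose and 0 fell, and the mean of the 12 genes differed by 0.51 (exact permutation test, p = 0.0286).

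For the markers that the paper measured by RT-qPCR in Fig. 1, RNA-seq values went the other way in places. The paper states that MPNST-CM raised the M2-like markers, and in WT Mφ across the 27 libraries Tnf passed as higher while Clec10a was lower (log2 fold change -0.85, adjusted p = 0.00777). Mmp9 was lower in WT Mφ by -2.17 and in WT M2 by -0.98, without passing across the 27 libraries. It passed as lower in both in batch 1 alone and with the groups compared alone, and in WT Mφ also with DESeq2 and with batch as a covariate. Mrc1 passed as higher in WT Mφ in batch 1 alone, with the groups compared alone and with DESeq2, and Vegfa passed as higher in WT Mφ and WT M2 in batch 1 alone and with the groups compared alone. Cd163 passed in neither cell type under any alternative. Hif1a, which the paper describes as raised in both cell types, passed in both in batch 1 alone and with the groups compared alone. TRAP1 ablation is stated to prevent their rise, and in Mφ in MPNST-CM Vegfa (3.42, adjusted p = 0.00273), Mmp9 (2.90, 0.0113), Clec10a (1.85, 6.56e-07), Mrc1 (1.00, 0.0263) and Cd163 (1.00, 0.0240) were higher in TRAP1 KO than in WT. Of these, Vegfa, Mmp9 and Clec10a passed under each alternative, while Mrc1 and Cd163 did not under some. Relative to control medium, TRAP1 KO Mφ in MPNST-CM had higher Vegfa (3.12), Mrc1 (1.90) and Cd163 (1.23) past the threshold. Clec10a (-0.61, past the threshold) and Mmp9 (-1.38) were lower there, and both were already higher in TRAP1 KO than in WT Mφ in control medium (1.60 and 2.11, both past it). Arg1 was also higher in TRAP1 KO than in WT Mφ in MPNST-CM (1.78), without passing (0.0848). In M2, Vegfa (1.00), Mmp9 (1.24) and Cd163 (0.15) were higher in TRAP1 KO without passing across the 27 libraries, and in batch 1 alone Vegfa, Mmp9 and Mrc1 passed as higher. For the M1-like markers, which the paper states rise in TRAP1 KO cells, none of the 3 passed in either cell type across the 27 libraries, with 0 in Mφ and 1 in M2 at an unadjusted p under 0.05. In Mφ, Il1b (1.73) and Fcgr1 (0.86) were higher and Nos2 was near the limit of detection. Il1b was at 38.3 to 47.1 CPM in TRAP1 KO and 11.3 to 14.6 in WT, and Fcgr1 at 400 to 454 and 229 to 240. Neither of these Mφ groups holds a library of batch 2. The estimate of spread shared by all groups also took in the library labelled M2 control KO replicate 4, with 128 CPM of Il1b and 772 of Fcgr1. In the others of its group they were at 3.31 to 6.07 and 59.8 to 69.5 CPM. In M2 the 3 were higher, with a median of 2.11. Nos2 was near the limit there too, with no counts in WT M2 in MPNST-CM and 4, 0, 2 and 0 counts in TRAP1 KO. Fcgr1 and Il1b passed as higher in both cell types in batch 1 alone. Both also passed in Mφ with the groups compared alone, and Fcgr1 in M2 with M2 CM KO replicate 4 left out or counted as Mφ.

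The paper's protein data of Fig. 6A and 6B describe VEGF-A as released by TRAP1-expressing cells, and its transcript was higher in TRAP1 KO Mφ.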

Other observations

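The lists of HIF targets, substrain genes and neighbours of Trap1 were examined before their tests were set, and the HIF list was written after the value of Vegfa was seen. The random lists, depth, normalization and abundant-gene tests on the HIF list and the splits of the libraries were set before their results were seen.

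Of the 8 M2-like markers of Fig. 1, 7 were tested (Arg2 was filtered out at under 1 CPM). In WT cells, 4 of the 7 were higher in MPNST-CM in Mφ (1 past the threshold, Tnf) and 5 in M2 (3 past it, Arg1, Clec10a and Mrc1). Between genotypes in MPNST-CM, 1 of the 7 was lower in TRAP1 KO Mφ (Tnf, past the threshold) and 6 were higher, 5 of them past it. In M2, 4 were lower (2 past the threshold, Arg1 and Tnf) and 3 higher (0 past it, 1 at an unadjusted p under 0.05). Arg1 in M2 rose by a log2 fold change of 2.83 in WT in MPNST-CM (adjusted p = 0.000402 in edgeR's quasi-likelihood test) and was lower in TRAP1 KO by -1.84 (0.00353; -1.47 in batch 1 alone), the directions of the RT-qPCR. It was also lower in TRAP1 KO in control medium by -4.49 and rose by 5.48 in TRAP1 KO in MPNST-CM, more than in WT (interaction 2.65, adjusted p = 0.0272). Hif1a was higher in MPNST-CM in WT Mφ (0.53, adjusted p = 0.361) and WT M2 (0.40, 0.543) without passing. The interaction of genotype and medium did not pass for Vegfa or Mrc1 in either cell type (unadjusted p = 0.0237 and 0.0314 in Mφ, 0.124 and 0.460 in M2) across the 27 libraries and passed for both genes and cell types in batch 1 alone (2.42 and 1.04 in Mφ, 0.66 and 0.74 in M2), a check chosen after their values were seen.

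Genes of the released proteins were compared with the same test. Of the 20 genes of Fig. 6A, 13 were tested, and 9 were lower in TRAP1 KO than in WT Mφ in MPNST-CM, 1 past the threshold (Cxcl10), and 1 of the 4 that were higher passed (Vegfa). Of the 16 genes of Fig. 6B, 14 were tested, and 8 were lower in TRAP1 KO M2, 3 past the threshold (Ang, Ccl2 and Ptx3), with 6 higher and 0 past it (1 at an unadjusted p under 0.05). With batch 1 alone, 4 passed as lower and 2 as higher in Mφ, and 6 and 5 in M2. The label Osteopontin/CCN-3/IGFB-9 was left out because it names more than a single gene.

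Because the paper describes VEGF-A and MMP-9 as targets of HIF-1α, 22 genes known as HIF targets were examined, of which 21 were tested. In WT Mφ the list was higher in MPNST-CM than in control medium, with a median log2 fold change of 0.36, 16 genes higher and 4 past the threshold. In batch 1 alone 11 genes passed as higher and 4 as lower. In WT M2 the median was -0.039. In Mφ in MPNST-CM the list was not lower in TRAP1 KO, with a median log2 fold change of 0.69, 18 genes higher, 14 past the threshold and 0 of the lower ones past it (0 also at an unadjusted p under 0.05). The median was above all of 10000 random lists matched on mean expression (percentile 100). Genes of a random list need not change together, and the lists use the same libraries. The percentile therefore cannot exclude a chance difference between the libraries. The median was 0.65 with every library drawn down to the lowest total and 0.70 with median-of-ratios size factors. The share of the 10 most counted genes differed by 0.747 percentage points between the groups. The mean log2 CPM of the list differed by 0.81 (two-sided exact permutation test, p = 0.1, the smallest possible for 3 against 3), and in M2 by 0.21 (exact p = 0.171). In batch 1 alone, 17 of the 21 genes were higher in TRAP1 KO M2, 11 past the threshold, and 2 of the lower ones passed (percentile 99.2). Replicates 1 to 3 of TRAP1 KO M2 in MPNST-CM had means of 5.25, 5.28 and 5.20, and the library labelled replicate 4 had 4.82. In control medium, TRAP1 KO M2 had 4.70, 4.58 and 4.66, and the library labelled replicate 4, which had Xist, had 5.33. A higher activity of HIF targets in TRAP1 KO Mφ in MPNST-CM may be a reading of these values. In control medium, where the TRAP1 KO Mφ also lacked Xist, the median was -0.10, with 8 of 21 genes higher. In batch 1 alone 10 were higher, 2 of them past the threshold, and 1 of the lower ones passed. In M2 in control medium, the median in batch 1 alone was -0.27 (percentile 0.05), with 2 genes past the threshold as higher and 5 as lower. X-linked status without MPNST-CM therefore went with no rise of the list. A joint effect of both, GC content and gene length were not tested.

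Genes that differed between TRAP1 KO and WT in all 4 comparisons of batch 1 in the same direction numbered 294 with Trap1. Among the 61 tested genes closest to Trap1 in the gene order of GRCm38.p6 (up to 50 on each side, with 11 before it), 4 did so (6.56%, Rpl39l, Emp2, Clec16a and Rmi2), against 2.13% of 13552 other genes (two-sided Fisher's exact test, p = 0.0421). A strain variant around the targeted gene, carried along with it, may account for some differences near Trap1, and the p of 0.0421 is the only test of it. For a difference between inbred substrains, 7 genes were listed and 3 tested (Nnt, Wdfy1 and Cyfip2), and 0 differed the same way in all 4 comparisons, 0 also at an unadjusted p under 0.05. With 3 genes this leaves the question open.

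The libraries of each comparison were split in other ways that part as many same-numbered pairs, with the groups compared fitted alone. For MPNST-CM against control medium, 1 of 8 splits in WT Mφ (1712 genes), 1 of 4 in WT M2 (3179 genes) and 1 of 4 in TRAP1 KO Mφ (4078 genes) gave as many genes, in each case the real split. In TRAP1 KO M2 the real split gave 0 genes (1445 at an unadjusted p under 0.05), which any split reaches, so the 8 of 8 splits that gave as many carry no information. Another split gave 3563 genes, and batch 1 alone gave 5016 for the real groups. For TRAP1 KO against WT in MPNST-CM, 1 of 4 splits in Mφ (3950 genes) and 2 of 8 in M2 (758 genes, with 2909 for the other) gave as many. In control medium it was 1 of 8 in Mφ (1951 genes) and 1 of 8 in M2 (112 genes). Among these splits a share under 0.05 cannot be reached. Over all splits into groups of the same sizes, including those that part another number of same-numbered pairs, the real one alone gave as many genes among 35 for the medium in WT Mφ and for the genotype in control medium in Mφ and in M2, and among 10 for the medium in WT M2 and TRAP1 KO Mφ and the genotype in Mφ in MPNST-CM. For the genotype in M2 in MPNST-CM it was 2 of 35.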
